# Reprogramming human A375 amelanotic melanoma cells by catalase overexpression: Upregulation of antioxidant genes correlates with regression of melanoma malignancy and with malignant progression when downregulated

**DOI:** 10.18632/oncotarget.9273

**Published:** 2016-05-10

**Authors:** Candelaria Bracalente, Irene L. Ibañez, Ariel Berenstein, Cintia Notcovich, María B. Cerda, Fabio Klamt, Ariel Chernomoretz, Hebe Durán

**Keywords:** melanoma, AOS network, melanogenesis, metastasis, microarrays

## Abstract

Reactive oxygen species (ROS) are implicated in tumor transformation. The antioxidant system (AOS) protects cells from ROS damage. However, it is also hijacked by cancers cells to proliferate within the tumor. Thus, identifying proteins altered by redox imbalance in cancer cells is an attractive prognostic and therapeutic tool. Gene expression microarrays in A375 melanoma cells with different ROS levels after overexpressing catalase were performed. Dissimilar phenotypes by differential compensation to hydrogen peroxide scavenging were generated. The melanotic A375-A7 (A7) upregulated TYRP1, CNTN1 and UCHL1 promoting melanogenesis. The metastatic A375-G10 (G10) downregulated MTSS1 and TIAM1, proteins absent in metastasis. Moreover, differential coexpression of AOS genes (EPHX2, GSTM3, MGST1, MSRA, TXNRD3, MGST3 and GSR) was found in A7 and G10. Their increase in A7 improved its AOS ability and therefore, oxidative stress response, resembling less aggressive tumor cells. Meanwhile, their decrease in G10 revealed a disruption in the AOS and therefore, enhanced its metastatic capacity.

These gene signatures, not only bring new insights into the physiopathology of melanoma, but also could be relevant in clinical prognostic to classify between non aggressive and metastatic melanomas.

## INTRODUCTION

Reactive oxygen species (ROS) has been widely implicated in tumor transformation. Indeed, ROS and antioxidants were proposed as potential therapeutic tools. However, changes in the redox balance may have different impact on tumor cells. Therefore, it is important to study how ROS status and the antioxidant system (AOS) of tumor cells affect the global response of gene expression.

It has been well established that most cancer cells, including melanoma, are characterized by high ROS levels that induce mandatory steps of cancer initiation and progression [1–9]. Disruption of the normal redox balance by deregulation in AOS proteins, such as superoxide dismutase (SOD), catalase and glutathione and thioredoxin system proteins, was associated with cancer development [10–13]. Dysfunction of ROS-producing systems coevolves with the AOS to a new redox balance leading to the progression from melanocytes to melanoma [14]. Besides, the prooxidant state in melanoma may also induce alterations in proteins involved either in melanogenesis or metastasis.

The oxidative stress exerts strong adaptive pressure on cancer cells, which in order to survive, promote the expression of ROS pathways reprogramming the transcriptome, proteome and metabolism [15]. The reversion of malignant phenotype by overexpression of antioxidant enzymes, such as catalase has been studied [16–19]. However, it is still not clear which groups of genes are overexpressed or down regulated in melanoma cells under this condition.

Besides, melanoma prognosis is still based mainly on histopathological criteria [20]. Thus, to enable earlier diagnosis and prognosis, it would be relevant to define new molecular markers. In this sense, coexpressed genes associated with the AOS response as predictors of melanoma development and its progression have not been proposed yet.

Thus, to identify genes involved in melanoma progression or regression after an AOS response, we developed a human melanoma model with different levels of ROS by stably overexpressing catalase in A375 cells (in press, 2016). Whole genome gene expression patterns were analyzed by microarrays.

Catalase overexpression triggered dissimilar gene expression. Differential compensation to hydrogen peroxide scavenging gave rise to either, melanogenic A375-A7 (A7) or metastatic A375-G10 (G10) phenotypes. In this sense, A7 upregulated genes involved in differentiation such as tyrosinase related protein 1 (TYRP1), contactin 1 (CNTN1) and ubiquitin COOH-terminal hydrolase L1 (UCHL1) [21–24], turning this clone less aggressive. Meanwhile, G10 downregulated genes, promoting an undifferentiated and invasive phenotype. Particularly, this clone decreased metastasis suppressor 1 (MTSS1) and T-Cell lymphoma invasion and metastasis 1 (TIAM1) genes, whose downregulation enhances malignant progression [25–27]. However, the behavior of these proteins in melanoma has received little attention. Moreover, A7 upregulated coexpressed genes associated with hydrogen peroxide metabolism. Downregulation of these genes was correlated with malignant progression, as observed in G10. Thus, changing the expression of one antioxidant gene in A375 melanoma cells triggered different phenotypes by compensatory reprogramming the AOS network.

Therefore, beyond these promising result need further validations in other melanoma models, the upregulation of TYRP1, CNTN1 and UCHL1, the downregulation of MTSS1 and TIAM1 and the coexpression of the AOS genes EPHX2, GSTM3, MGST1, MSRA, TXNRD3, MGST3 and GSR, could be used to classify between non-aggressive and metastatic melanomas.

## RESULTS

### Gene expression profiles

Catalase overexpression on human amelanotic melanoma A375 cells gave rise to a clone with increased polarity related to differentiated melanoma (A7), and another clone (G10) with disrupted polarity associated with malignant progression (in press, 2016). Therefore, differential gene expression was evaluated by microarrays analysis of whole genome in this model. 

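Olfactory receptor genes, which are hardly transcribed outside the nasal epithelium, served as a reference for unexpressed genes. Their 381 transcript clusters had a median of 3.49 and a 95th percentile of 5.18 on the log2 scale of the arrays. CAT, which encodes catalase, lay well above that level, with a mean of 8.65 over all arrays. Of all transcript clusters, 20847 exceeded that level in the mean of at least 1 group. Where 1 side of a comparison lay below it, the change is a lower limit, written as at least the mean of the brighter side minus that of the dimmer side with each array raised to that level, with the measured difference beside it.

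Total RNA of A375 cells, a human amelanotic melanoma line, of PCDNA3 cells and of the clones A7 and G10 was hybridized to Affymetrix Human Gene 1.0 ST arrays. The paper states 4 biological replicates per condition, which makes 16 arrays. The authors summarized the probes with RMA, and their deposited log2 values for 33297 transcript clusters were used unchanged. Array medians lay between 5.85 and 5.97. The highest value of an array was at least 14.06. The arrays carry names for 18417 genes on clusters with 1 gene symbol, and 769 of these genes have more than 1 such cluster.

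Over all clusters, which are not independent replicates, arrays of the same group correlated at r of at least 0.9844, the lowest value being within G10. Arrays of different groups correlated at 0.9772 to 0.9918. limma was fitted over the 16 arrays with 1 mean per group, and p values were adjusted over all clusters of a comparison (Benjamini-Hochberg). Data were simulated with the spread of these arrays. Of changes of 1 log2 unit, 87% in A7 and 90% in G10 were found at an adjusted p under 0.05. The G10 arrays varied more than those of A7 (median r 0.9863 against 0.9921), so the value for G10 may be too high. The number of arrays limits the precision.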

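HMOX1, which encodes the stress-induced heme oxygenase 1, had a mean of 7.87 ± 0.30 (SD, n = 4) in A375 cells and of 9.11 ± 0.08 (SD, n = 4) in PCDNA3 cells. Against the average of both, HMOX1 fell by 0.91 log2 units (standard error 0.25, adjusted p = 0.0395) in A7 in the limma fit. The change of HMOX1 was -1.53 against PCDNA3 cells alone and -0.30 against A375 cells alone, where it did not pass the test (adjusted p = 0.693, with a range from 0.000839 to 0.693 over all alternatives). BNIP3, a mitochondrial protein of hypoxia and cell death, had a log2 fold change of 0.44 (standard error 0.15, adjusted p = 0.0606) in G10. Against PCDNA3 cells alone BNIP3 rose by 0.77 log2 units (adjusted p = 0.00663, range 0.00663 to 0.791), and against A375 cells alone the change was 0.10 (adjusted p = 0.791). The average gave equal weight to the 4 arrays of A375 cells and the 4 arrays of PCDNA3 cells.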

A375 and PCDNA3 cells (A375 cells transfected with the empty vector) were also evaluated, considering their average results as control.

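CDCA7L, a transcriptional regulator that binds MYC, rose in A7 by 3.24 log2 units (standard error 0.13, adjusted p = 1.3e-09). CNTN1, a contactin of neural cell adhesion, rose in A7 by at least 2.11 (measured 3.37, standard error 0.40, adjusted p = 8.49e-05) and CLIC2, an intracellular chloride channel protein, by at least 2.17 (measured 3.17, standard error 0.18, adjusted p = 2.43e-08), both from a control mean below the olfactory receptor level of 5.18. COL1A2, a chain of type I collagen, fell in both clones, by 3.23 (standard error 0.27, adjusted p = 1.93e-06) in A7 and by 4.14 (standard error 0.27, adjusted p = 3.27e-08) in G10. FMOD, a collagen-binding proteoglycan, rose in G10 by 4.02 (standard error 0.22, adjusted p = 3.62e-09). The linker histone gene H1-5 fell in G10 by at least 4.97 (measured 5.03, standard error 0.11, adjusted p = 2.95e-13), and SLC24A5, a melanosomal ion exchanger, by at least 3.09 (measured 4.33, standard error 0.22, adjusted p = 1.47e-09), both to below that level.

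With a log2 fold change of at least 2 and an adjusted p of 1e-04 or less from limma, 31 transcript clusters were higher and 6 were lower in A7, or 0.111% of all. G10 had 39 higher and 57 lower clusters, or 0.288%. Among the genes with 1 symbol that passed these limits, 29 in A7 and 26 in G10 were higher on every array of the clone than on every control array, while 4 and 46 were lower on every array.

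Both clones were compared with the same 8 control arrays, which by itself makes their changes correlate. The fold changes of the clones correlated at 0.204 over all clusters, against 0.334 (0.306 to 0.356) in simulated unchanged groups with shared controls, while their covariance was 0.0181 against 0.00814 (0.00751 to 0.00874). Independent changes in the clones lower a correlation but not a covariance. At an adjusted p under 0.05, 347 clusters rose in both clones and 250 fell in both, where independent lists would share 114 and 58.6. When A7 was set against A375 cells and G10 against PCDNA3 cells, 197 clusters rose and 125 fell in both (69.6 and 39.5 for independent lists), while 141 rose in A7 and fell in G10 and 86 did the reverse (57.8 and 47.6), and the correlation was 0.0372 and the covariance 0.00385. With the controls the other way round they were 0.0624 and 0.00638.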

The analysis showed 6 downregulated genes and 31 upregulated genes from 33297 genes in A7 vs control (Figure 1A) and 57 downregulated and 39 upregulated genes in G10 vs control (Figure 1B). 

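CDCA7L was lower in G10 than in A7 by at least 4.66 log2 units (measured 6.03, standard error 0.16, adjusted p = 2.23e-12), and the cancer-testis gene MAGEC2 by at least 5.42 (measured 5.51, standard error 0.15, adjusted p = 2.31e-12), lower limits because their means in G10 lay below the olfactory receptor level of 5.18. FMOD was higher in G10 by at least 4.95 (measured 5.47, standard error 0.25, adjusted p = 5.64e-10) and LGALS8, which encodes the sugar-binding protein galectin 8, by at least 3.59 (measured 4.23, standard error 0.14, adjusted p = 2.16e-11), also limits, from means in A7 below that level. AK3, a mitochondrial adenylate kinase, was higher in G10 by 3.70 (standard error 0.14, adjusted p = 6.33e-11). Against the control, LGALS8 fell by at least 1.10 (measured 1.75, standard error 0.12, adjusted p = 2.66e-07) in A7 and rose by 2.48 (standard error 0.12, adjusted p = 1.37e-09) in G10.

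By the same limits on fold change and adjusted p from limma, 50 transcript clusters were higher and 86 were lower in G10 than in A7, which is 0.408% of all clusters. Of the genes with 1 symbol that passed these limits, 31 were higher and 80 lower on every G10 array than on every A7 array. At an adjusted p under 0.05, 175 clusters rose in A7 and fell in G10 against the control, and 103 fell in A7 and rose in G10.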

Besides, G10 showed 86 downregulated and 50 upregulated genes vs A7 (Figure S1). No differentially expressed genes were found between controls.

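DAPP1, an adaptor protein of B-cell signaling, was higher in PCDNA3 than in A375 cells by at least 0.43 log2 units (measured 2.03, standard error 0.19, adjusted p = 0.00034), its mean in A375 cells being below the olfactory receptor level. The lipoprotein receptor gene VLDLR was lower in PCDNA3 cells by 1.12 (standard error 0.15, adjusted p = 0.0111). PDK4, a kinase that restrains glucose oxidation, was lower by 1.26 (standard error 0.19, adjusted p = 0.0189). TYRP1, an enzyme of melanin synthesis, was higher in PCDNA3 cells, at 1.28 (standard error 0.23, adjusted p = 0.0432).

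At a log2 fold change of at least 2 and an adjusted p of 1e-04 or less, limma found 0 transcript clusters between A375 and PCDNA3 cells (n = 4 each). Without a limit on fold change, 15 clusters were higher and 26 lower in PCDNA3 cells at an adjusted p under 0.05, and 4198 passed an unadjusted p of 0.05. DAPP1 passed the limits of Figure 1 when the adjusted p limit was 0.001. The count of 41 was 582 with array weights and 2 without A375 replicate 2.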

**Figure 1:**
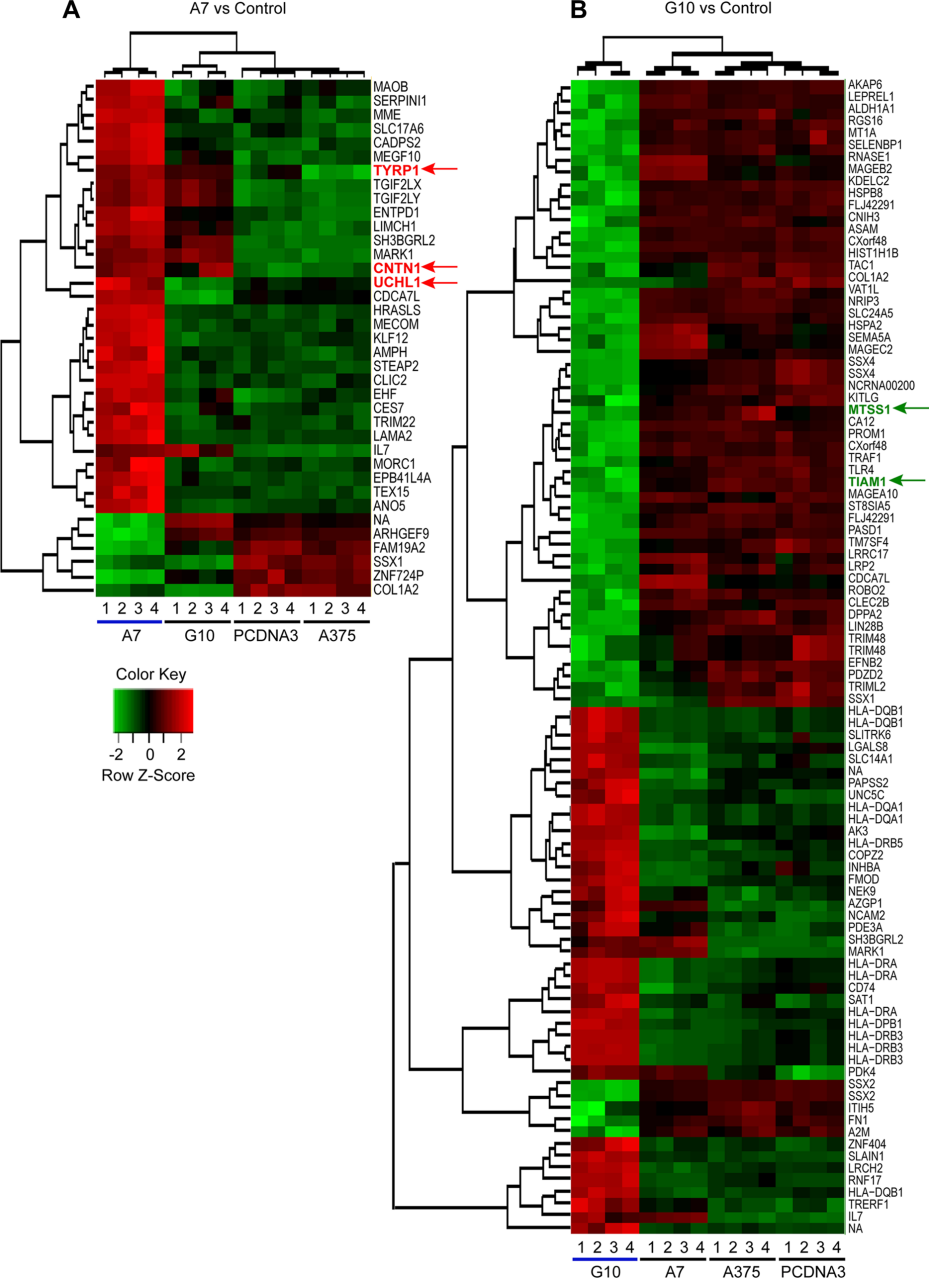
Differential gene expression and clustering analysis of upregulated and downregulated genes in A7 (A) and G10 (B) cells Average result from A375 and PCDNA3 cells were used as control. Genes selected for qPCR analysis are indicated with colored arrows (red for upregulated in A7 vs controls and green for downregulated in G10 vs controls). Analysis was conducted with lfc = 2 and *p* ≤ 0.0001. Key color: red for upregulated and green for downregulated genes.

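MTSS1, a protein that binds actin and membranes, lay at the limit in G10, where it was 4.02-fold lower than in the control. EFNB2, a ligand of ephrin receptors, was close to it in G10, at -2.03 (standard error 0.13, adjusted p = 3.24e-08). At the p limit of 0.001 given in the methods, the adjusted p from limma gave 31 higher and 6 lower transcript clusters in A7, 44 and 57 in G10, and 52 and 88 in G10 vs A7. An unadjusted p limit of 1e-04 gave 44 higher and 57 lower clusters in G10 and 53 and 89 in G10 vs A7. Read as a 2-fold limit, the legend gave 101 higher and 23 lower clusters in A7, 197 and 211 in G10, and 175 and 309 in G10 vs A7. When a 2-fold limit, not the log2 limit of 2, was part of the test (treat), 18 clusters were higher and 4 lower in A7. The counts were 28 and 39 in G10, and 32 and 51 in G10 vs A7. Without a limit on fold change, the adjusted p was under 0.05 for 1895 clusters in A7 (5.69%), 5934 in G10 (17.8%) and 5065 in G10 vs A7 (15.2%).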

### Functional classification analysis

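LAMA2, a laminin chain of basement membranes, rose in A7 by at least 1.87 log2 units (measured 2.37, standard error 0.10, adjusted p = 1.3e-09). ENTPD1, a nucleotide-degrading enzyme of the cell surface, rose by at least 2.11 (measured 2.55, standard error 0.11, adjusted p = 2.07e-09), and MEGF10, a receptor for engulfed cells, by 3.13 (standard error 0.20, adjusted p = 9.96e-08). The contactin gene CNTN3 rose by at least 0.62 (measured 1.77, standard error 0.18, adjusted p = 1.09e-05) and the laminin gene LAMB3 by 1.21 (standard error 0.12, adjusted p = 9.88e-06). CCDC80, an extracellular matrix protein, rose by 1.05 (standard error 0.10, adjusted p = 1.21e-05).

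All 10 measured genes of the study's cell adhesion term and all 4 of its basement membrane term rose in A7 at an adjusted p under 0.05 from limma, with the same counts when adjusted over the list alone. The study drew both lists from these arrays, so the counts are not independent evidence. Of 36 basement membrane and matrix genes listed independently of the arrays, 5 rose and 5 fell, among them COL1A2 (camera adjusted p = 0.77). Of 32 cadherin and cell adhesion molecule genes, 5 rose and 2 fell, or 6 and 3 when adjusted over the list alone (camera adjusted p = 0.059). The members that fell were NRCAM, below the olfactory receptor level on both sides, and NCAM1, at -0.37 (standard error 0.10, adjusted p = 0.0418), a call that was lost without A7 replicate 1, 3 or 4 and without single control arrays (adjusted p up to 0.481).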

Regarding DAVID functional annotation clustering (Table S1 and S2), the comparison between A7 and control (*p* < 0.01) showed upregulated genes involved in cell and biological adhesion and basement membrane terms, within which CNTN1 was found. By contrast, A7 did not downregulated any process vs control. 

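ZNF724, a zinc finger gene of the KRAB family, fell in A7 by at least 1.27 log2 units (measured 2.98, standard error 0.19, adjusted p = 8.09e-08). Its relatives ZNF558 and ZNF83 fell by at least 0.87 (measured 1.97, standard error 0.15, adjusted p = 5.79e-07) and at least 1.12 (measured 1.58, standard error 0.12, adjusted p = 4.51e-07). TAFA2, a secreted neurokine, fell by 2.39 (standard error 0.14, adjusted p = 3.6e-08), and SSX1, a cancer-testis gene, by 2.18 (standard error 0.18, adjusted p = 1.64e-06). TP53INP1, a stress protein induced by p53, fell by at least 0.24 (measured 1.73, standard error 0.21, adjusted p = 0.000114).

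Of 494 zinc finger genes listed independently of the arrays, 44 fell and 6 rose in A7 at an adjusted p under 0.05 from limma (53 fell and 7 rose when adjusted over the list alone). The list was called lower by camera (adjusted p = 6.86e-05), but not with an estimated correlation (adjusted p = 0.406 with an estimated correlation). Of the 41 lists tested, 12 were called in A7 at the preset correlation and 0 with an estimated correlation. With a log2 fold change of at least 1 and an adjusted p under 0.001, 139 clusters were higher and 39 lower in A7.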

Meanwhile, G10 vs A7 (*p* < 0.01), downregulated genes associated with cell projection, axon, cell morphogenesis involved in differentiation and neuron differentiation, neuron projection morphogenesis and cell adhesion terms. Moreover, G10 vs control (*p* < 0.01) downregulated not only most of these same terms but also, those related to regulation of actin cytoskeleton and cell motion. 

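PROM1, a membrane protein of cell protrusions, was lower in G10 than in A7 by at least 2.44 log2 units (measured 2.74, standard error 0.19, adjusted p = 7.64e-08). The glutamate transporter gene SLC1A3 was lower by at least 1.62 (measured 2.54, standard error 0.14, adjusted p = 4.9e-09), and LRP2, an endocytic receptor, by at least 1.77 (measured 2.32, standard error 0.27, adjusted p = 2.12e-05). ROBO2, a receptor of axon guidance, was lower by at least 1.24 (measured 2.30, standard error 0.19, adjusted p = 7.23e-07), and the neurofilament gene NEFL by 2.28 (standard error 0.16, adjusted p = 7.76e-08). SEMA5A, a semaphorin of axon guidance, was lower by 3.75 (standard error 0.25, adjusted p = 4.51e-08), and SLITRK1, which shapes neurite growth, by at least 1.99 (measured 2.17, standard error 0.14, adjusted p = 3.3e-08).

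Of the study's cell projection term, all 23 measured genes were lower in G10 than in A7 at an adjusted p under 0.05 from limma, as were all 11 of its cell morphogenesis term. These genes were selected on the same samples, and their counts are therefore not independent evidence. Among 73 semaphorin, ephrin, SLIT and related genes of an independent list, 16 were higher and 10 lower in G10 than in A7 (camera adjusted p = 0.723). UNC5C, a netrin receptor, was among those higher, at 2.37 (standard error 0.22, adjusted p = 1.6e-06), as was SLITRK6, at 2.86 (standard error 0.27, adjusted p = 2.17e-06).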

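TAC1, the precursor of substance P, fell in G10 by 3.49 log2 units (standard error 0.25, adjusted p = 1.22e-07). FN1, the matrix protein fibronectin, fell by 2.28 (standard error 0.23, adjusted p = 4.99e-06), and ITGA10, an integrin that binds collagen, by 1.99 (standard error 0.27, adjusted p = 7.27e-05). RDX, which links actin to the membrane, fell by 1.68 (standard error 0.09, adjusted p = 1.94e-09), and the formin gene DIAPH3 by 1.54 (standard error 0.16, adjusted p = 4.77e-06). KITLG, the ligand of the KIT receptor, fell by 2.06 (standard error 0.24, adjusted p = 1.54e-05), and TWIST1, a transcription factor of cell migration, by 1.10 (standard error 0.09, adjusted p = 7.63e-07).

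All 18 measured genes of the study's cell projection term fell in G10 at an adjusted p under 0.05 from limma. So did all 6 of its axon guidance term, 9 of its actin cytoskeleton term and 12 of its cell motion term, lists that came from these arrays and are not independent evidence. Of an independent list of 51 actin regulators, 22 fell and 8 rose (26 and 10 when adjusted over the list alone). camera called this list lower (adjusted p = 6.26e-06), but not with an estimated correlation (adjusted p = 0.348 with an estimated correlation). CACNA1C fell by at least 0.74 (measured 1.20, standard error 0.15, adjusted p = 3.02e-05) on 1 cluster and had 0.01 on its other cluster, which was not called.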

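TIAM1, an activator of the small GTPase RAC1, fell in G10 against the control by 2.14 log2 units (standard error 0.11, adjusted p = 1.45e-09). MTSS1, which couples actin to membrane curvature, fell by 2.01 (standard error 0.18, adjusted p = 1.16e-06). UCHL1, a ubiquitin hydrolase of neurons, fell by 1.16 (standard error 0.20, adjusted p = 0.000616), a 2.23-fold difference. Each of the 4 G10 arrays was below each of the 8 control arrays for all 3 genes. The exact permutation test, two-sided, gave p = 0.00202, the smallest that 4 arrays against 8 allow. The adjusted p over 24 such tests was 0.00606. The study chose these genes on the same arrays, so the tests are not independent evidence. In G10 vs A7, MTSS1 was lower by 1.83 (standard error 0.21, adjusted p = 1.52e-05), TIAM1 by 1.65 (standard error 0.12, adjusted p = 1.8e-07) and UCHL1 by 3.29 (standard error 0.23, adjusted p = 7.37e-08) in limma. TIAM1 had a log2 fold change of -0.49 (standard error 0.11, adjusted p = 0.0122) in A7, and this call was lost without A7 replicate 1 (adjusted p over the alternatives 0.00248 to 0.0877).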

Within these terms, MTSS1, UCHL1 and TIAM1 appeared downregulated. 

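HLA-DRB5, a chain of the HLA-DR molecule that presents peptides to T cells, rose in G10 by 2.67 log2 units (standard error 0.13, adjusted p = 1.3e-09). The chains of HLA-DP rose as well, HLA-DPB1 by 1.91 (standard error 0.08, adjusted p = 3.09e-10) and HLA-DPA1 by 1.88 (standard error 0.12, adjusted p = 2.42e-08). HLA-DMB, which loads peptides onto these molecules, rose by 1.65 (standard error 0.09, adjusted p = 4.26e-09). CIITA, the master regulator of MHC class II transcription, rose by 0.64 (standard error 0.09, adjusted p = 7.88e-05). HLA-DQB1 lay below the olfactory receptor level in every group on its cluster with 1 symbol, while the 4 clusters it shares with HLA-DQB2 rose in G10 by 0.63 to 2.92. In A7 the 10 listed genes had changes from -0.34 to 0.31 and 0 passed the test (camera adjusted p = 0.461). Of all 35 class II clusters, 15 of them with several symbols, 34 rose in G10 and 6 fell in A7. These 6 are shared by HLA-DRA or HLA-DRB genes with others (changes from -0.75 to -0.67, adjusted p up to 0.00523). Many clusters repeat a gene or a set of genes, some with identical values in every group. The 34 and the 6 are therefore not counts of separate genes.

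Of 10 measured MHC class II presentation genes, namely CIITA and the 9 of the study's own term, 9 rose and 0 fell in G10 at an adjusted p under 0.05 from limma, also when adjusted over the list alone. camera called the list higher in G10 (adjusted p = 3.54e-31) and in G10 vs A7 (adjusted p = 1.01e-28), and both calls held with an estimated correlation (adjusted p = 0.000519 and 0.000497). HLA-DRB5 was higher in G10 than in A7 by 3.01 (standard error 0.15, adjusted p = 1.53e-09). Of 11 MHC class I presentation genes, 3 rose in G10, and these were TAP1 at 0.76 (standard error 0.08, adjusted p = 5.84e-06), TAPBP at 0.61 (standard error 0.09, adjusted p = 0.000242) and PSMB8 at 0.38 (standard error 0.10, adjusted p = 0.0145), the last without a call when G10 replicate 4 was left out (adjusted p up to 0.0741). camera did not call that list (adjusted p = 0.153).

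Of 39 interferon-induced genes, 4 rose and 2 fell in G10 (camera adjusted p = 0.611). Of the study's immune response term 13 of 14 measured genes rose, and of its MHC class II term 8 of 9, in lists that are not independent evidence because they were drawn from these arrays, nor are the 10 genes that hold the latter.

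**Figure D1:**
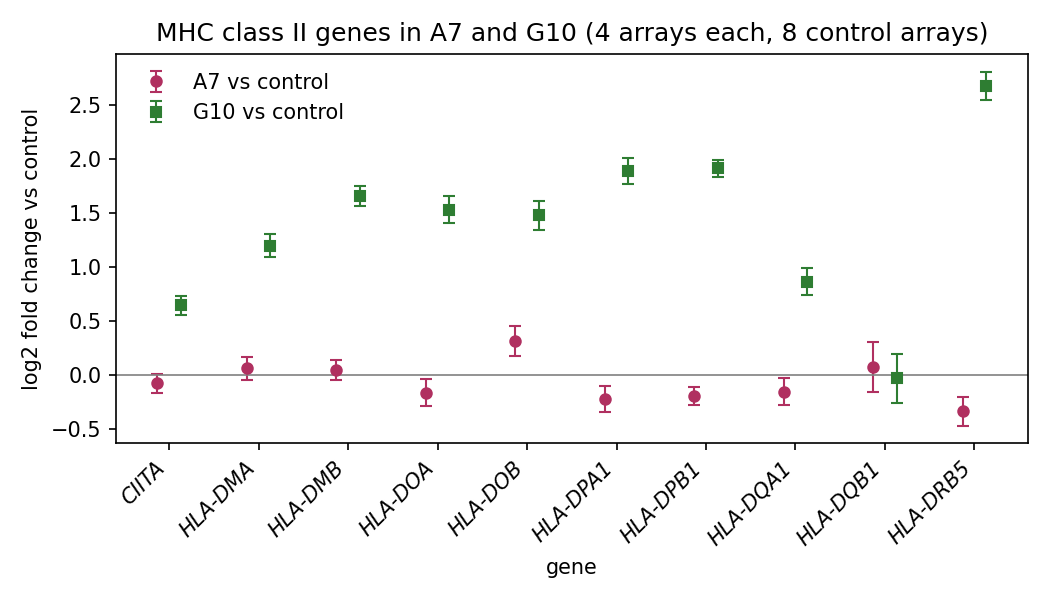
Log2 fold change against the control of 10 MHC class II presentation genes in A7 (circles) and G10 (squares), with standard errors as bars. In G10 HLA-DRB5 reaches 2.67, while the changes in A7 stay between -0.34 and 0.31.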

The genes upregulated in G10 vs control and A7 (*p* < 0.01) were associated with a vast amount of processes involved in the immune response. Besides, processes involved in cell adhesion were upregulated in G10 vs control (*p* < 0.01). 

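NCAM2, a neural cell adhesion molecule, rose in G10 by 2.82 log2 units (standard error 0.24, adjusted p = 6.35e-07). The clustered protocadherin gene PCDHB9 rose by 1.89 (standard error 0.16, adjusted p = 8.28e-07) and its neighbor PCDHB3 by 1.76 (standard error 0.21, adjusted p = 2.38e-05). EMB, a partner of integrins, rose by 1.52 (standard error 0.12, adjusted p = 3.42e-07). CCN1, a matrix protein that binds integrins, rose by 1.38 (standard error 0.13, adjusted p = 1.36e-06).

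All 23 measured genes of the study's cell adhesion term rose in G10 at an adjusted p under 0.05 from limma, although a list drawn from these arrays is not independent evidence. Of all 18 measured protocadherin beta genes, 17 rose in G10, also when adjusted over the list alone. camera called that list higher (adjusted p = 5.7e-26), and the call was lost with an estimated correlation (adjusted p = 0.0688 with an estimated correlation). In A7, 13 of the 18 rose (16 when adjusted over the list alone), with camera adjusted p = 1.05e-16 and adjusted p = 0.127 with an estimated correlation. Of 29 claudin and junction genes, 1 rose and 6 fell in G10 (camera adjusted p = 0.293).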

Regulation of transcription and RNA metabolic processes were upregulated in G10 vs A7 (*p* < 0.01).

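ZNF83, a zinc finger gene, was higher in G10 than in A7 by at least 2.51 log2 units (measured 2.97, standard error 0.13, adjusted p = 4.93e-10), and its relatives ZNF404 and ZNF558 by at least 1.27 (measured 2.49, standard error 0.29, adjusted p = 1.77e-05) and at least 1.15 (measured 2.25, standard error 0.17, adjusted p = 2.09e-07). TFAP2A, a transcription factor of melanocytes and neural crest, was higher by 2.04 (standard error 0.16, adjusted p = 3.25e-07). RUNX1, a transcription factor of hematopoiesis, was higher by 1.18 (standard error 0.12, adjusted p = 6.2e-06).

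All 40 measured genes of the study's term for regulation of transcription were higher in G10 than in A7 at an adjusted p under 0.05 from limma, a list that is not independent evidence because the study drew it from these arrays. Among the 494 zinc finger genes, 163 were higher and 18 lower (191 and 23 when adjusted over the list alone). The camera call of this list (adjusted p = 3.31e-10) did not hold with an estimated correlation (adjusted p = 0.181 with an estimated correlation). Against the control, 159 zinc finger genes rose and 36 fell in G10 (camera adjusted p = 0.000101, and adjusted p = 0.467 with an estimated correlation).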

### Validation of microarrays by quantitative real-time PCR (qPCR)

Considering the functional classification of differentially expressed genes in A7 and G10 vs control (Table S1), five genes were selected to validate microarrays data by qPCR. 

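TYRP1, the tyrosinase-related protein of melanin synthesis (transcript cluster 8154367), rose in A7 by 2.35 log2 units (standard error 0.20, adjusted p = 2.33e-06), a 5.1-fold difference in the limma fit. UCHL1, the neuronal ubiquitin hydrolase (cluster 8094778), rose 4.37-fold, by 2.13 (standard error 0.20, adjusted p = 5.87e-06). CNTN1, the contactin (cluster 7954899), rose by at least 2.11 (measured 3.37, standard error 0.40, adjusted p = 8.49e-05), a lower limit because its control mean lay below the olfactory receptor level of 5.18. Each of the 4 A7 arrays was above each of the 8 control arrays for all 3 genes. An exact permutation test then gives the smallest p that this design allows. The study chose these genes on the same arrays by fold change and p, so this separation is not independent evidence.

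In G10, TYRP1 also rose, by 1.58 (standard error 0.20, adjusted p = 4.43e-05), and CNTN1 by at least 1.35 (measured 2.61, standard error 0.40, adjusted p = 0.000244). The rise of TYRP1 depended on the control line, with 0.94 in G10 and 1.71 in A7 against PCDNA3 cells alone, and 2.22 and 2.99 against A375 cells alone. CNTN1 did not differ between the clones beyond its error, at -0.76 (standard error 0.47, adjusted p = 0.358). TYRP1 was lower in G10 than in A7, at -0.77 (standard error 0.23, adjusted p = 0.0334), a call that was lost without any single G10 array and without A7 replicate 1 or 2 (adjusted p over the alternatives 0.0041 to 0.236).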

The selected genes TYRP1, CNTN1 and UCHL1 were upregulated in A7 vs control, as indicated by red arrows in Figure 1A. These genes are involved in melanocyte differentiation and axon guidance and inversely correlated with malignant progression [21, 24, 28]. 

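In G10, MTSS1 (transcript cluster 8152764) had a mean of 5.40 ± 0.22 (SD, n = 4), compared with 7.82 ± 0.54 (SD, n = 4) in A375 cells and 6.98 ± 0.18 (SD, n = 4) in PCDNA3 cells. TIAM1 (cluster 8069880) had a mean of 5.69 ± 0.28 (SD, n = 4) in G10, 7.92 ± 0.12 (SD, n = 4) in A375 cells and 7.74 ± 0.15 (SD, n = 4) in PCDNA3 cells. Both G10 means were above the 95th percentile of the olfactory receptor genes, at 5.18, and below their 99th percentile, at 5.79. In A7 the mean of MTSS1 was 7.22 ± 0.19 (SD, n = 4) and that of TIAM1 was 7.34 ± 0.09 (SD, n = 4). The fold difference of TIAM1 in G10 was 4.41. MTSS1 was lower on every PCDNA3 array than on every A375 array (exact permutation test, two-sided, p = 0.0286, adjusted p = 0.0381 over 24 such tests), with a difference of -0.84 (standard error 0.21, adjusted p = 0.0995) from limma.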

On the contrary, MTSS1 and TIAM1, described as downregulated in metastatic cells [25–27], were almost not expressed in G10 vs control as pointed by green arrows in Figure 1B.

Gene expression profiles obtained by qPCR coincided with those obtained by microarrays analysis for all genes in most of the samples evaluated, validating microarrays data. TYRP1, CNTN1 and UCHL1 mRNA expression were upregulated in A7 vs controls (*p* < 0.05) (Figure 2). On the contrary, MTSS1 and TIAM1 mRNA expression were downregulated in G10 vs controls (*p* < 0.05) (Figure 3).

**Figure 2:**
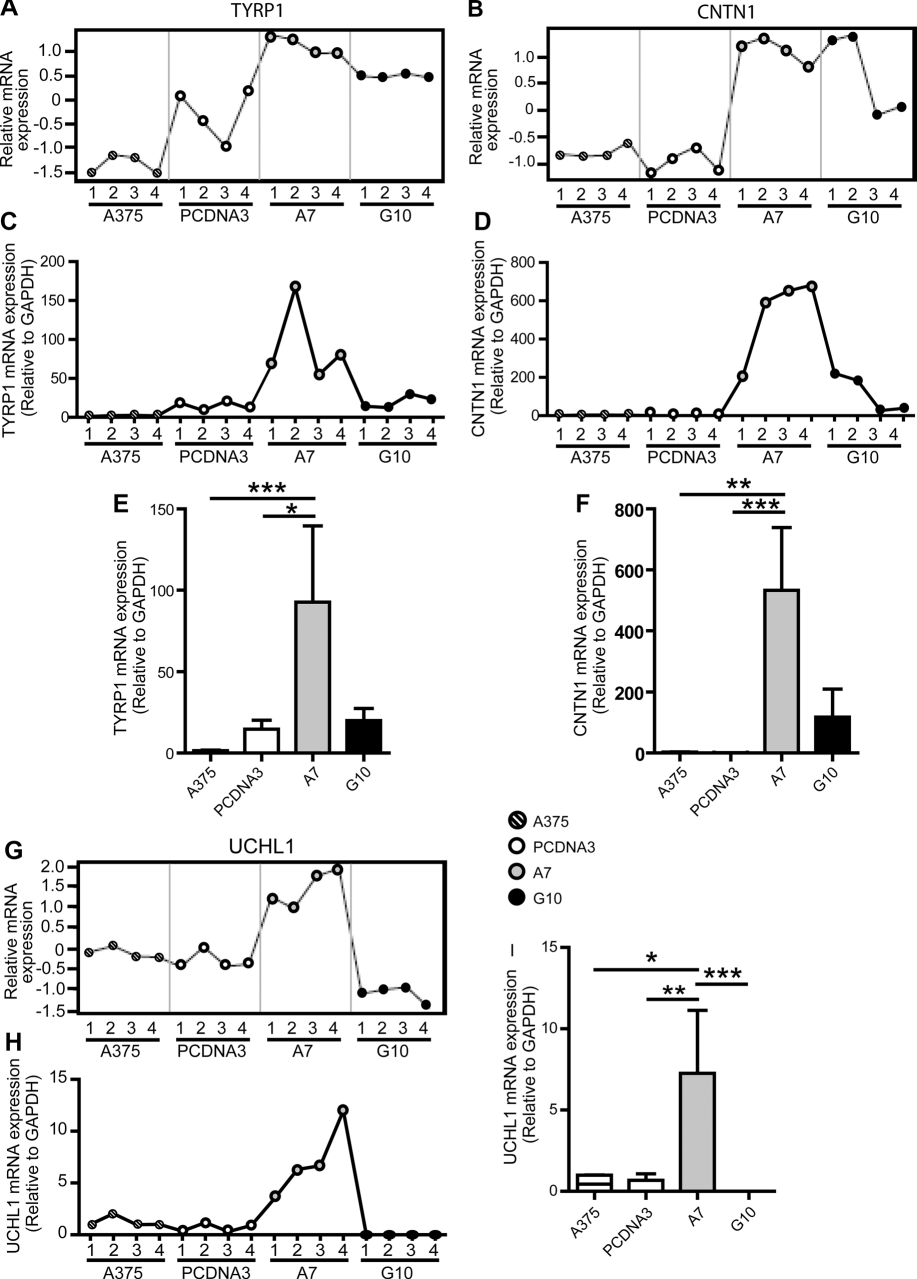
Validation of microarray data by qPCR analysis of selected A7 upregulated genes: TYRP1, CNTN1 and UCHL1 A375 and PCDNA3 cells were used as control cells. Four RNA samples (1–4) were evaluated per condition. The same RNA samples were used for both assays for comparison purposes. (**A–B** and **G**) Microarray gene expression profiles of TYRP1, CNTN1 and UCHL1. (**C–D** and **H**): mRNA expression profiles of selected genes determined by real time PCR relative to GAPDH. (**E–F** and **I**): Results of mean ± SD of qPCR analysis vs controls or G10, *p < 0.05, **p < 0.01, ***p < 0.001.

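TYRP1 lay between 8.00 and 8.47 on the 4 A7 arrays (log2 intensity, mean 8.21 ± 0.24, SD) and between 7.40 and 7.51 on the 4 G10 arrays. Its values were 4.99 to 5.49 in A375 cells and 5.69 to 7.05 in PCDNA3 cells. CNTN1 was 7.44, 7.69, 7.29 and 6.71 on A7 replicates 1 to 4. On G10 replicates 1 to 4 CNTN1 was 7.60, 7.79, 5.23 and 5.49, the widest spread among these genes (mean 6.53 ± 1.35, SD). Both control lines had CNTN1 between 3.37 and 4.39. UCHL1 was 9.09, 8.74, 9.73 and 9.97 in A7 and lay between 5.68 and 6.33 in G10. A375 cells had UCHL1 between 7.24 and 7.59, and PCDNA3 cells between 6.96 and 7.56. TYRP1 differed between A375 and PCDNA3 cells (exact permutation test, two-sided, p = 0.0286, the smallest that 4 arrays against 4 allow; adjusted p = 0.0381).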

**Figure 3:**
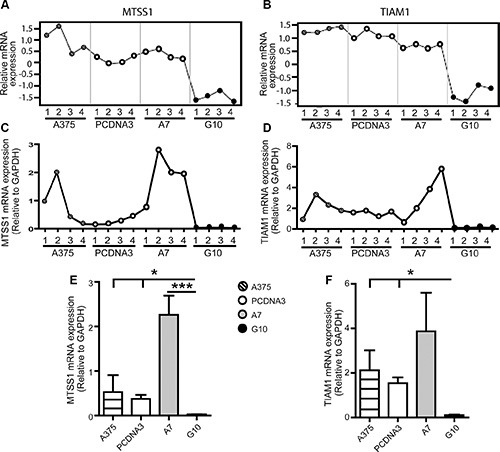
Validation of microarray data by qPCR analysis of selected G10 downregulated genes: MTSS1 and TIAM1 A375 and PCDNA3 cells were used as control cells. Four RNA samples (1–4) were evaluated per condition. The same RNA samples were used for both assays for comparison purposes. (**A–B**) Microarray gene expression profiles of MTSS1 and TIAM1. (**C–D**) mRNA expression profiles of selected genes determined by real time PCR relative to GAPDH. (**E–F**) Results of mean ± SD of qPCR analysis vs controls or A7, *p < 0.05, ***p < 0.001.

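MTSS1 was 5.26, 5.43, 5.69 and 5.20 on G10 replicates 1 to 4 (log2 intensity). Its values in A7 were 7.32, 7.45, 7.10 and 7.03. In A375 cells MTSS1 was 8.04, 8.45, 7.23 and 7.56, and in PCDNA3 cells 7.11, 6.80, 6.86 and 7.15. TIAM1 was 5.55, 5.36, 5.97 and 5.87 in G10 and lay between 7.25 and 7.42 in A7. A375 cells had TIAM1 between 7.82 and 8.05, and PCDNA3 cells between 7.60 and 7.95. The G10 arrays lay below all A7 arrays for both genes (exact permutation test, two-sided, p = 0.0286). MTSS1 in A7 overlapped the control arrays (exact permutation test, two-sided, p = 0.6).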

Therefore, results support that overexpression of TYRP1, CNTN1 and UCHL1 in A7 is consistent with its differentiated melanogenic phenotype. Meanwhile, MTSS1 and TIAM1 downregulation in G10 supports the migration and metastatic ability acquired by these cells (in press, 2016).

### Contrasting biological processes by differential coexpressed genes between A7 and G10

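NEGR1, a neural adhesion molecule, rose in A7 by 0.91 log2 units (standard error 0.19, adjusted p = 0.00878), and SDC3, a syndecan, by 0.58 (standard error 0.16, adjusted p = 0.045). MPV17, a membrane protein linked to oxidative metabolism, rose by 0.47 (standard error 0.13, adjusted p = 0.0436), and the peroxisome import receptor PEX5 by 0.36 (standard error 0.09, adjusted p = 0.0237). PEX19, which inserts peroxisomal membrane proteins, rose by 0.24 (standard error 0.07, adjusted p = 0.0416). CASP10, a caspase of death receptors, rose by 0.52 (standard error 0.10, adjusted p = 0.00429), and IL1R1, the interleukin 1 receptor, by 0.72 (standard error 0.16, adjusted p = 0.014). SDC3, MPV17, PEX5 and PEX19 lost their calls without any single A7 array and IL1R1 without A7 replicate 1 or 2 (adjusted p up to 0.221, 0.238, 0.09, 0.143 and 0.212).

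At an adjusted p under 0.05 from limma, the genes of the study's lists that rose in A7 were 3 of 3 for cell adhesion molecules, 4 of 14 for peroxisome, 2 of 7 for apoptosis and 1 of 5 for melanogenesis, namely TYR. Adjusted over the list alone, the counts were 3, 7, 7 and 5, and lists chosen on these arrays are not independent evidence. Of 40 peroxisome genes listed independently, 5 rose and 1 fell (9 and 1 when adjusted over the list alone). camera called this list higher (adjusted p = 0.0219), but not with an estimated correlation (adjusted p = 0.406 with an estimated correlation). PEX2, a peroxisomal ubiquitin ligase, was the member that fell, at -0.54 (standard error 0.13, adjusted p = 0.0186), but not without A7 replicate 1, 2 or 4 (adjusted p up to 0.504). Of 33 apoptosis genes, 3 rose and 1 fell (camera adjusted p = 0.74).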

The analysis of coexpressed genes performed by GSEA (Gene Set Enrichment Analysis) [29, 30] (Table S3 and S4) showed upregulation of clustered genes related to cell adhesion molecules, peroxisome, apoptosis and melanogenesis in A7 vs control (*p* < 0.05), supporting the differentiated and melanotic phenotype of these cells. Besides, A7 downregulated cell-cell adhesion, regulation of angiogenesis and positive regulation of epithelial cell migration and proliferation involved in wound healing vs control (*p* < 0.05). 

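WNT5A, a Wnt ligand of melanoma invasion, fell in A7 by 1.57 log2 units (standard error 0.29, adjusted p = 0.00405). CLDN20, a claudin, fell by at least 0.30 (measured 1.04, standard error 0.13, adjusted p = 9.99e-05), and its relative CLDN4 by 0.35 (standard error 0.09, adjusted p = 0.0359). IGFBP3, which binds insulin-like growth factors, fell by 0.74 (standard error 0.18, adjusted p = 0.0252). ANGPT1, a ligand of the endothelial receptor TIE2, fell by 1.09 (standard error 0.17, adjusted p = 0.000787), and ID1, an inhibitor of differentiation, by 1.21 (standard error 0.33, adjusted p = 0.0435). Without A7 replicate 1 or 3, the calls of ID1, IGFBP3 and CLDN4 were lost (adjusted p up to 0.162, 0.469 and 0.142).

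In the study's lists, 3 of 6 cell-cell adhesion genes fell in A7 at an adjusted p under 0.05 from limma, and so did 3 of 10 for regulation of angiogenesis and 1 of 3 for epithelial migration (3, 6 and 2 when adjusted over the list alone). For proliferation in wound healing 0 of 5 measured genes fell in limma, or 2 when adjusted over the list alone. CAV1, the caveolar coat protein of that list, had a log2 fold change of -0.55 (standard error 0.34, adjusted p = 0.463), and did not pass the test. Lists the study chose on these arrays are not independent evidence. Of 39 angiogenesis genes of an independent list, 5 fell and 1 rose, or 6 and 1 when adjusted over the list alone. camera called them lower (adjusted p = 0.0104), but not with an estimated correlation (adjusted p = 0.0837 with an estimated correlation).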

Interestingly, processes associated with G10 metastatic phenotype as neural crest cell migration, blood vessel endothelial cell migration, intussusceptive angiogenesis and ameboidal cell migration were upregulated in G10 vs A7 (*p* < 0.05). 

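SLIT2, a guidance cue of migrating neural crest cells, was higher in G10 than in A7 (adjusted p = 0.029), with both means below the olfactory receptor level, so that no size is given. Its receptor gene ROBO1 was higher at 0.47 (standard error 0.12, adjusted p = 0.0148), and FGF2, a growth factor of melanocytes and vessels, at 0.61 (standard error 0.09, adjusted p = 0.00012). SRF, a transcription factor of the actin cytoskeleton, was higher at 0.39 (standard error 0.10, adjusted p = 0.0161). HTR2B, a serotonin receptor of the study's ameboidal migration list, lay below that level in both clones (adjusted p = 0.281).

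The 4 measured genes of the neural crest migration list were all higher in G10 than in A7 at an adjusted p under 0.05 from limma, also when adjusted over the list alone, but the study chose this list on these arrays and it is not independent evidence. SLIT2 lost its call without G10 replicate 3, G10 replicate 4 or any of A7 replicates 1 to 3, ROBO1 without A7 replicate 3 and SRF without A7 replicate 1 (adjusted p up to 0.133, 0.0541 and 0.0823). Among 39 angiogenesis genes listed independently of the arrays, 8 were higher and 4 lower (camera adjusted p = 0.318). Of 18 Schwann cell and neural crest genes, 6 were higher and 2 lower (camera adjusted p = 0.413). Against the control, 0 of them rose and 4 fell in A7 (camera adjusted p = 0.0134, and adjusted p = 0.327 with an estimated correlation). In G10, 4 rose and 6 fell against the control (camera adjusted p = 0.611).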

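PLK1, a kinase of mitosis, was lower in G10 than in A7 by 0.93 log2 units (standard error 0.19, adjusted p = 0.00314), and the spindle checkpoint kinase BUB1B by 0.76 (standard error 0.17, adjusted p = 0.00568). ATM, a kinase of the DNA damage response, was lower by 1.13 (standard error 0.16, adjusted p = 0.000172). RXRG, a partner of PPAR receptors, was lower by 1.61 (standard error 0.24, adjusted p = 0.000198), and FADS2, a fatty acid desaturase, by 1.16 (standard error 0.14, adjusted p = 2.33e-05). IL1R1 was lower by 1.55 (standard error 0.19, adjusted p = 2.77e-05) and CASP10 by at least 0.63 (measured 0.70, standard error 0.11, adjusted p = 0.000449). WEE1, a kinase that restrains mitosis, was lower by 0.66 (standard error 0.16, adjusted p = 0.00831) on 1 cluster. Its 2 other clusters were not called, although the changes of all 3 lay between -0.74 and -0.56. Fitted on the arrays of A7 and G10 alone, BUB1B and WEE1 were not called (adjusted p up to 0.0538 and 0.0698).

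In the study's lists, the genes lower in G10 than in A7 at an adjusted p under 0.05 from limma were 9 of 15 for cell cycle, 8 of 16 for PPAR signaling and 8 of 8 for apoptosis (13, 8 and 8 when adjusted over the list alone). These lists came from the same samples and are not independent evidence. Of an independent list of 43 mitosis genes, 6 were lower (camera adjusted p = 0.12). Of 35 genes of PPAR signaling and fatty acid use, 10 were lower and 2 higher. camera called this list (adjusted p = 0.0184), but not with an estimated correlation (adjusted p = 0.391 with an estimated correlation). CD36, a fatty acid receptor, was among those lower, by at least 1.13 (measured 1.60, standard error 0.27, adjusted p = 0.000591).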

Cell cycle, PPAR signaling pathway and apoptosis were downregulated in G10 vs A7 (*p* < 0.05). Endothelial cell migration, several types of cell-cell adhesion, drug metabolic process and regulation of anti-apoptosis were upregulated in G10 vs control (*p* < 0.05). 

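TGFB2, a growth factor of matrix and migration, rose in G10 by at least 0.23 log2 units (measured 0.66, standard error 0.10, adjusted p = 0.000206), and VCAN, a matrix proteoglycan, had a log2 fold change of 0.50 (standard error 0.21, adjusted p = 0.121). ADAM9, a protease of the cell surface, rose by 0.72 (standard error 0.08, adjusted p = 1.84e-05), and NLGN1, a synaptic adhesion molecule, by 0.53 (standard error 0.13, adjusted p = 0.00847). MED24 and MED4, subunits of the Mediator complex of transcription, rose by 0.64 (standard error 0.09, adjusted p = 0.000112) and 0.43 (standard error 0.10, adjusted p = 0.00594). IRS2, an adaptor of insulin signaling, rose by 0.80 (standard error 0.10, adjusted p = 4.28e-05), and the RNA helicase gene DDX42 by 0.37 (standard error 0.06, adjusted p = 0.000269). DAXX, a death domain adaptor, rose by 0.44 (standard error 0.09, adjusted p = 0.00177). NLGN1 lost its call against PCDNA3 cells alone and MED4 against A375 cells alone (adjusted p up to 0.0513 and 0.06).

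In limma at an adjusted p under 0.05, 1 of 2 endothelial migration genes of the study's lists rose in G10, as did 4 of 4 for cell-cell adhesion, 5 of 9 for drug metabolic process and 2 of 2 for regulation of anti-apoptosis. Adjusted over the list alone, the counts were 2, 4, 5 and 2, which are not independent evidence because the study chose the lists on these arrays. The 5 of the drug metabolic process list were subunits of Mediator and DAXX. Of 33 apoptosis genes listed independently, 5 rose and 6 fell in G10 (camera adjusted p = 0.693).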

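ORC1, a subunit of the origin recognition complex, fell in G10 by 0.81 log2 units (standard error 0.18, adjusted p = 0.004), and the mitotic kinases PLK1 and BUB1B fell by 1.22 (standard error 0.17, adjusted p = 8.5e-05) and 0.90 (standard error 0.15, adjusted p = 0.000433). The cyclin gene CCNB2 fell by 0.78 (standard error 0.11, adjusted p = 8.75e-05). HMMR, a spindle protein, fell by 0.98 (standard error 0.16, adjusted p = 0.000399), and the mitotic kinesin gene KIF4A by 0.88 (standard error 0.16, adjusted p = 0.00078). PDGFD, a growth factor of the actin cytoskeleton list, fell by 0.86 (standard error 0.17, adjusted p = 0.00168), and the small GTPase CDC42 by 0.29 (standard error 0.08, adjusted p = 0.0209). Against A375 cells alone ORC1 and CDC42 were not called, nor was CDC42 without G10 replicate 1 or 2 (adjusted p up to 0.0809 and 0.0949).

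From the study's lists, 15 of 19 cell cycle genes and 6 of 14 actin cytoskeleton genes fell in G10 at an adjusted p under 0.05 from limma (16 and 11 when adjusted over the list alone), without being independent evidence, since the lists were chosen on these arrays. Of the independent 43 mitosis genes, 24 fell and 0 rose in G10 (27 fell when adjusted over the list alone). camera called that list lower (adjusted p = 2.13e-07), but not with an estimated correlation (adjusted p = 0.716 with an estimated correlation). Of 40 genes of S phase, 18 fell and 0 rose (23 fell when adjusted over the list alone), with camera adjusted p = 2.25e-05 and adjusted p = 0.748 with an estimated correlation. In A7, 1 of the 43 mitosis genes fell, CCNB2, at -0.49 (standard error 0.11, adjusted p = 0.0115), and camera called the list lower there as well (adjusted p = 1.47e-05), but not with an estimated correlation (adjusted p = 0.588 with an estimated correlation).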

Consistent with G10 less proliferation and its apolar morphology, cell cycle and regulation of actin cytoskeleton clustered genes were downregulated vs controls (*p* < 0.05).

### Prognostic gene signatures associate A7 with non-aggressive and G10 with high-risk metastatic melanomas

The differential phenotypes between A7 and G10 cells correlates with less or more aggressive melanomas. Their gene expression profiles were assessed against coexpressed genes of melanoma prognostic signatures associated with invasion, differentiation, aggressiveness and metastasis (Table 1). A7 cells, unlike G10, coexpressed genes associated with prognostic signatures of less aggressive, non-metastatic and more differentiated melanomas. 

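ST3GAL6, a sialyltransferase of the pigmentation list, rose in A7 by 0.82 log2 units (standard error 0.12, adjusted p = 0.000488). AXL, a receptor kinase of dedifferentiated melanoma, fell in A7 by 0.66 (standard error 0.13, adjusted p = 0.00458) and rose in G10 by 1.48 (standard error 0.13, adjusted p = 7.31e-07). Between the clones AXL was higher in G10 by 2.15 (standard error 0.15, adjusted p = 5.12e-08). SNAI2, a transcription factor of migration, fell in A7 by 0.59 (standard error 0.13, adjusted p = 0.00961). PMEL, the fibril protein of melanosomes, rose in G10 by 2.46 (standard error 0.45, adjusted p = 0.000939).

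Of 30 pigmentation genes listed independently of the arrays, 6 rose and 1 fell in A7 at an adjusted p under 0.05 from limma (10 and 1 when adjusted over the list alone). camera called the list higher in A7 (adjusted p = 0.000458), but not with an estimated correlation (adjusted p = 0.327 with an estimated correlation). In G10, 5 rose and 6 fell (camera adjusted p = 0.876). G10 vs A7, the test of the difference, had 3 higher and 11 lower (camera adjusted p = 0.0649).

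Of 34 genes of invasive melanoma, 1 rose and 4 fell in A7, or 1 and 11 when adjusted over the list alone (camera adjusted p = 0.0134, and adjusted p = 0.327 with an estimated correlation). G10 had 11 of these higher and 7 lower than the control, or 12 and 8 over the list alone (camera adjusted p = 0.543). Between the clones, 11 were higher and 5 lower in G10 (13 and 5 over the list alone), with camera adjusted p = 0.0326 and adjusted p = 0.548 with an estimated correlation.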

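TYR, the tyrosinase that starts melanin synthesis, rose in A7 by 1.81 log2 units (standard error 0.46, adjusted p = 0.0299), and MLANA, a melanosomal antigen, by 1.29 (standard error 0.34, adjusted p = 0.0358). CITED1, a transcriptional coactivator of pigmentation, had a log2 fold change of 0.31 (standard error 0.26, adjusted p = 0.62) in A7. ATP10A, a phospholipid transporter, had a log2 fold change of 0.22 (standard error 0.11, adjusted p = 0.323), and OCA2, a melanosomal membrane protein, had a log2 fold change of 0.22 (standard error 0.11, adjusted p = 0.325). TYR lost its call without A7 replicate 1, 2 or 3 and MLANA without any single A7 array (adjusted p over the alternatives 0.00866 to 0.126 and 0.00922 to 0.187). With TYRP1, 3 of the 6 genes rose at an adjusted p under 0.05 from limma, also when adjusted over the list alone, in a list the study chose on these arrays, so the count is not independent evidence. In G10, TYR had a log2 fold change of 0.16 (standard error 0.46, adjusted p = 0.879) and MLANA a log2 fold change of 0.65 (standard error 0.34, adjusted p = 0.242). In G10 vs A7, MLANA had a log2 fold change of -0.65 (standard error 0.40, adjusted p = 0.353), and TYR had a log2 fold change of -1.65 (standard error 0.53, adjusted p = 0.0486), which did not pass without any single A7 array (adjusted p up to 0.153).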

Particularly A7, overexpressed TYRP1, CITED, TYR, MLANA, ATP10A and OCA2. These genes are involved in melanocytic differentiation and were described as downregulated in aggressive and metastatic melanomas compared to normal melanocytes. 

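INHBA, the activin A subunit, rose in G10 by 2.50 log2 units (standard error 0.33, adjusted p = 5.59e-05). FLRT3, an adhesion receptor of fibronectin and leucine-rich repeats, rose by 0.90 (standard error 0.11, adjusted p = 1.92e-05), and NRCAM, a neural adhesion molecule, by at least 0.29 (measured 0.83, standard error 0.18, adjusted p = 0.00337). CCN2, the current symbol of CTGF, a growth factor of connective tissue, rose by 0.72 (standard error 0.18, adjusted p = 0.0101). DKK1, a secreted Wnt inhibitor, rose by at least 1.52 (measured 2.57, standard error 0.81, adjusted p = 0.0377), a call lost without G10 replicate 3 or 4 or most single control arrays (adjusted p over the alternatives 0.00395 to 0.235). Against PCDNA3 cells alone CCN2 was not called (adjusted p up to 0.172).

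All 5 measured genes of the study's 7 rose at an adjusted p under 0.05 from limma, also when adjusted over the list alone, although a list chosen on these arrays is not independent evidence. In A7, FLRT3 fell by 1.02 (standard error 0.11, adjusted p = 1.89e-05). INHBA had a log2 fold change of -0.99 (standard error 0.33, adjusted p = 0.0995) in A7. In G10 vs A7, INHBA was higher by 3.49 (standard error 0.38, adjusted p = 9.94e-06), FLRT3 by 1.92 (standard error 0.12, adjusted p = 2.29e-08), NRCAM by at least 0.29 (measured 1.57, standard error 0.21, adjusted p = 6.07e-05) and CCN2 by 1.34 (standard error 0.21, adjusted p = 0.000294). DKK1 had a measured log2 fold change of 2.77 (standard error 0.94, adjusted p = 0.0591). This is not an exact size, because its mean in A7 lay below the olfactory receptor level.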

Meanwhile, HLA-DRA, INHBA, DKK1, CTGF, PMP22, FLRT3 and NRCAM genes, upregulated in G10, were described as overexpressed in invasive melanomas (Figure 4). These results suggest that differential responses of the AOS network induced by stable catalase overexpression would mediate not only melanocyte differentiation but also invasion and metastasis, supporting *in vitro* and *in vivo* results (in press, 2016).

**Table 1:** Melanoma Prognostic Signature

Prognostic Signature	Number of Genes/Gene Group Total Number	*P* Value	Reference
**Upregulated A7 vs Control**			
Up regulated genes in neural crest development of melanocytes, differentiation and pigmentation and down regulated genes in angiogenesis, neurogenesis, immunomodulation and interaction and remodeling extracellular environment	39/65	0	Jeffs et al., 2009
Genes downregulated in aggressive melanoma cells	24/60	0	Ryu et al., 2007
Genes with low expression in metastatic melanomas vs melanocytes	8/23	0	Riker et al., 2008
Genes with low expression in primary cutaneous melanomas vs melanocytes	12/21	0	Riker et al., 2008
Genes downregulated in metastatic vs primary melanomas	6/38	0,036	Jaeger et al., 2007
**Downregulated in A7 vs Control**			
Genes upregulated in positive metastatic melanoma	69/183	0	Winnepenninckx et al., 2006
Genes upregulated in vertical vs radial growth melanomas	26/48	0	Ryu et al., 2007
Genes downregulated in melanomas with low proliferative and high metastatic capacity	4/5	0,002	Hoek et al., 2006
Genes upregulated in melanomas with low proliferative and high metastatic capacity	4/5	0,004	Hoek et al., 2006
**Upregulated in G10 vs Control**			
Prolonged survival	9/50	0	Bogunovic et al., 2009
Genes upregulated in MGP melanoma cells vs melanocytes	10/29	0	Pfaff Smith et al., 2005
Down regulated genes in neural crest, melanocyte development, differentiation and pigmentation and up regulated genes in angiogenesis, neurogenesis, immunomodulation and interaction and remodeling of extracellular environment	12/31	0,008	Jeffs et al.,2009
Genes upregulated in melanomas with low proliferative and high metastatic capacity	3/5	0,008	Hoek et al., 2006
Genes downregulated in melanomas with low proliferative capacity and high metastatic capacity	2/5	0,008	Hoek et al., 2006
Genes upregulated in vertical vs radial growth melanomas	13/48	0,012	Ryu et al.,2007
**Downregulated in G10 vs Control**			
Genes downregulated in metastatic melanomas vs primary melanomas	4/17	0	Jaeger et al., 2007
Molecular signature of metastatic melanomas	3/11	0,016	Wang et al., 2012

**Figure 4:**
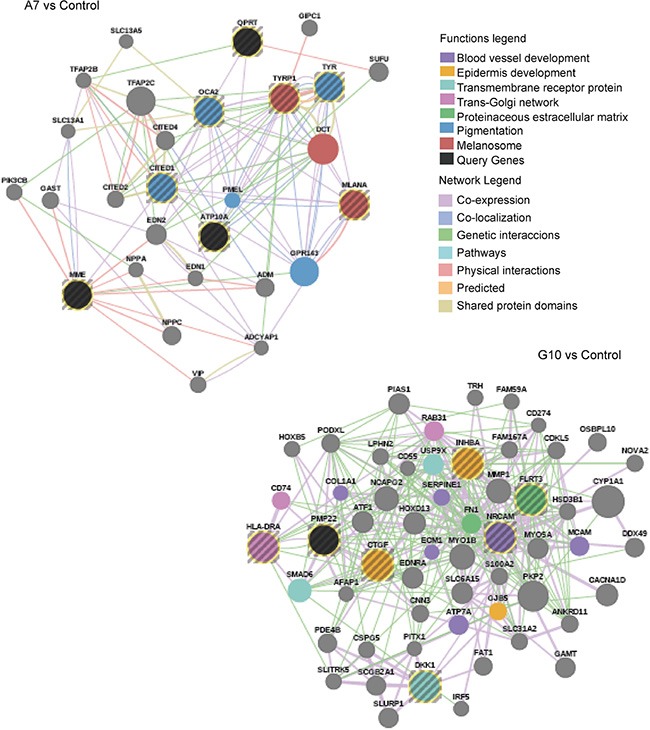
Melanoma prognostic signatures Co-overexpressed clustered genes defined *a priori* from bibliographic prognostic signatures by GSEA in A7 and G10 vs control (average result of A375 and PCDNA3). Query genes are represented by circles with gray stripes. Besides, connections among query genes linked to each other and to neighboring genes (smooth circles) are represented in the figure with different color lines according to their type of interaction. Gene colors represent the functions to which they are associated. Networks are visualized by GeneMania.

### Catalase overexpression induced differential AOS responses between A7 and G10

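CAT, which encodes the catalase that breaks down hydrogen peroxide (transcript cluster 7939298), had a mean of 9.02 ± 0.08 (SD, n = 4) in A7 and 8.27 ± 0.38 (SD, n = 4) in G10. The mean of the control was 8.65 ± 0.17 (SD, n = 8 arrays). Against this control, the limma fit gave CAT a log2 fold change of 0.37 (standard error 0.13, adjusted p = 0.124) in A7 and a log2 fold change of -0.38 (standard error 0.13, adjusted p = 0.0526) in G10. The exact permutation test, two-sided, gave p = 0.00808 for A7 and p = 0.0162 for G10 (adjusted p = 0.0194 and 0.0353 over 24 such tests). CAT was lower in G10 than in A7 by 0.75 (standard error 0.15, adjusted p = 0.00221), with every G10 array below every A7 array. On G10 replicates 1 to 4 CAT was 8.51, 8.55, 7.74 and 8.27. The change of CAT in G10 was -0.20 without G10 replicate 3 (adjusted p = 0.194) and -0.46 and -0.48 without replicate 1 or 2, where limma called it, as it did in A7 with array weights (adjusted p over the alternatives 0.0281 to 0.226 and 0.0207 to 0.368).

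The AOS network is given as 111 genes, and its printed list holds 103 different genes once empty and repeated entries are left out. Of these, 94 had a transcript cluster with 1 symbol. Whether the probes of CAT read the transfected catalase cDNA is not stated in the sources used here.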

An AOS gene network was manually designed (Figure 5) in order to study possible compensation mechanisms induced by A7 and G10 cells in response to catalase overexpression. The AOS gene network was differentially expressed between A7 and G10 (Figure 6). 

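NOX4, an oxidase that produces hydrogen peroxide, was lower in G10 than in A7 by at least 1.85 log2 units (measured 2.17, standard error 0.32, adjusted p = 0.000213). EPHX2, a soluble epoxide hydrolase, was lower by at least 0.71 (measured 1.91, standard error 0.18, adjusted p = 2.02e-06). GPX7, a glutathione peroxidase of the endoplasmic reticulum, was lower by 1.26 (standard error 0.09, adjusted p = 9.52e-08), and MGST1, a microsomal glutathione transferase, by 1.23 (standard error 0.22, adjusted p = 0.00104). GSTM1, a cytosolic glutathione transferase, was higher in G10 by 1.12 (standard error 0.18, adjusted p = 0.000327), and PREX1, an exchange factor of RAC1, by 1.01 (standard error 0.16, adjusted p = 0.000271).

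Of the 94 AOS genes measured, out of 103 different genes in the list given as 111, 11 were higher and 13 lower in G10 than in A7 at an adjusted p under 0.05 from limma (14 and 18 when adjusted over the list alone). camera did not call the network in either direction (adjusted p = 0.803). Against the control, 8 rose and 4 fell in A7 (camera adjusted p = 0.823), and 11 rose and 10 fell in G10 (camera adjusted p = 0.876). Without G10 replicate 1, 7 AOS genes rose in G10. In A7, 5 rose without any single A7 array, and 0 to 2 fell whichever array was left out.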

Remarkably, the coexpressed genes upregulated in A7, GSTM3, NOX4, TXNRD3, EPHX2, MSRA, GSR, CAT, MGST3, MGST2 and MGST1 were downregulated in G10 vs controls (*p* < 0.05). Moreover, G10 also downregulated GPX7, PRDX5, PRDX6, DHCR24, VIMP, ATOX1, GLRX2, GSTP1 and GSTO2 vs controls (*p* < 0.05). 

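EPHX2 rose in A7 by at least 0.71 log2 units (measured 1.20, standard error 0.15, adjusted p = 0.000166) and fell in G10 (adjusted p = 0.0037), where its mean and that of the control lay below the olfactory receptor level, so that no size is given. NOX4 rose in A7 by 1.50 (standard error 0.28, adjusted p = 0.00416). In G10 NOX4 had a measured log2 fold change of -0.67 (standard error 0.28, adjusted p = 0.122). This is not an exact size, because its mean there lay below the olfactory receptor level. MSRA, which repairs oxidized methionine, rose in A7 by 0.65 (standard error 0.11, adjusted p = 0.00127) and had 0.18 in G10 (standard error 0.11, adjusted p = 0.291). The microsomal glutathione transferase genes MGST2 and MGST1 rose in A7 by 0.48 (standard error 0.08, adjusted p = 0.00224) and 0.76 (standard error 0.19, adjusted p = 0.0281). In G10 they had -0.21 (standard error 0.08, adjusted p = 0.1) and -0.47 (standard error 0.19, adjusted p = 0.111). GSR, glutathione reductase, rose in A7 by 0.30 (standard error 0.08, adjusted p = 0.0474) and had -0.09 (standard error 0.08, adjusted p = 0.574) in G10.

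GSTM3, a glutathione transferase, had a log2 fold change of 0.43 (standard error 0.13, adjusted p = 0.0742) in A7 and -0.22 (standard error 0.13, adjusted p = 0.319) in G10. For MGST3 the values were 0.22 (standard error 0.10, adjusted p = 0.27) in A7 and -0.12 (standard error 0.10, adjusted p = 0.488) in G10. GSR lost its call in A7 without any single control or A7 array, and MGST1 without any single A7 array (adjusted p over the alternatives 0.0193 to 0.189 and 0.00126 to 0.109).

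At an adjusted p under 0.05 from limma, 6 of the 9 measured genes rose in A7 and 1 fell in G10 (9 and 2 when adjusted over the list alone). The study chose these genes on the same arrays, so the counts are not independent evidence of their direction. In G10 vs A7, EPHX2, NOX4, MGST1 and CAT were lower, and so were MGST2, at -0.70 (standard error 0.10, adjusted p = 0.000111), GSTM3, at -0.65 (standard error 0.15, adjusted p = 0.00766), MSRA, at -0.47 (standard error 0.12, adjusted p = 0.0143), and GSR, at -0.38 (standard error 0.10, adjusted p = 0.0115). MGST3 had -0.35 (standard error 0.12, adjusted p = 0.0577). Without G10 replicate 2 the difference of MSRA was not called, nor was that of GSR when fitted on the arrays of the 2 clones alone (adjusted p up to 0.0521 and 0.066).

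**Figure D2:**
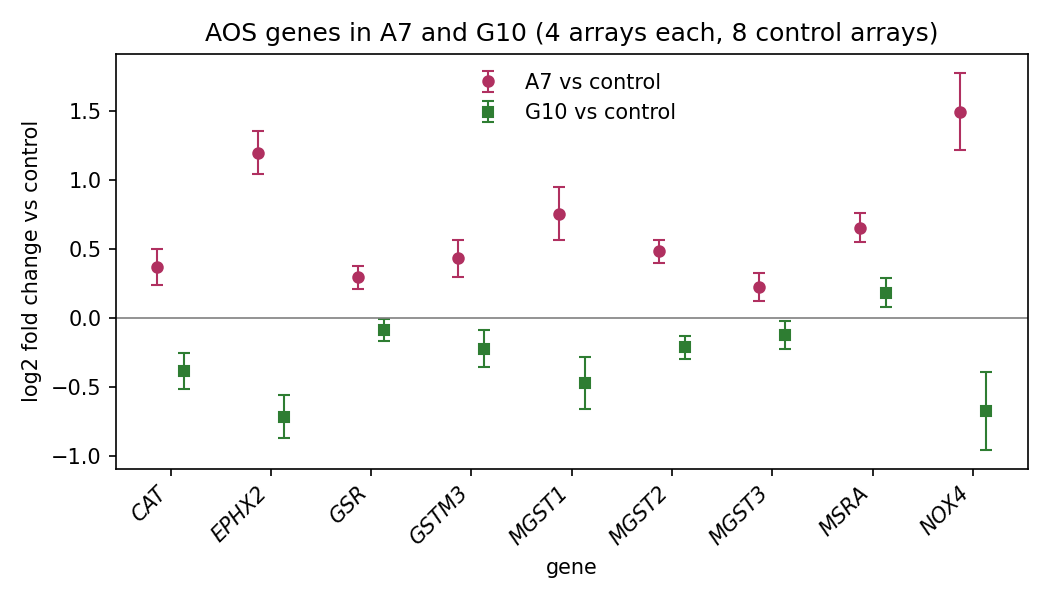
Log2 fold change against the control of 9 AOS genes in A7 (circles) and G10 (squares), in alphabetical order, with standard errors as bars. EPHX2 lies at a measured 1.20 in A7, and its depth in G10 is no size, since its mean there and that of the control lay below the olfactory receptor level. The measured depth of NOX4 in G10 is not an exact size, since its mean there lay below that level. MSRA lies above 0 in both clones.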

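GPX7 fell in G10 by 1.43 log2 units (standard error 0.08, adjusted p = 3.62e-09) against the control. GLRX2, a mitochondrial glutaredoxin, fell by 0.48 (standard error 0.12, adjusted p = 0.00961), and ATOX1, a copper chaperone, by 0.28 (standard error 0.08, adjusted p = 0.02). GSTP1, a glutathione transferase, fell by 0.25 (standard error 0.07, adjusted p = 0.0237), and PRDX6, a peroxiredoxin, by 0.23 (standard error 0.06, adjusted p = 0.0147). SELENOS, the current symbol of VIMP, had a log2 fold change of -0.32 (standard error 0.13, adjusted p = 0.119), and GSTO2, an omega class transferase, had a log2 fold change of -0.14 (standard error 0.09, adjusted p = 0.368). ATOX1, GSTP1 and PRDX6 lost their calls without G10 replicate 4 and GLRX2 against A375 cells alone (adjusted p up to 0.0656, 0.0789, 0.0544 and 0.107).

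In limma, 5 of the 7 measured genes fell at an adjusted p under 0.05, or 6 when adjusted over the list alone, in a list the study drew from these samples, which is not independent evidence. Compared with A7, GLRX2 was lower in G10 by 0.43 (standard error 0.14, adjusted p = 0.0461), ATOX1 by 0.31 (standard error 0.09, adjusted p = 0.0304), GSTP1 by 0.33 (standard error 0.08, adjusted p = 0.0121) and PRDX6 by 0.36 (standard error 0.07, adjusted p = 0.00187). The differences of GLRX2 and ATOX1 were not called without G10 replicate 1 or 2 or A7 replicate 1, 3 or 4, nor was that of GSTP1 on the arrays of the 2 clones alone (adjusted p up to 0.155, 0.108 and 0.0881).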

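GCLM, the regulatory subunit of glutathione synthesis, fell in A7 by 0.51 log2 units (standard error 0.14, adjusted p = 0.0411). SRXN1, a sulfiredoxin that reactivates peroxiredoxins, fell by 0.44 (standard error 0.12, adjusted p = 0.0439), and STK25, a kinase of oxidative stress, by 0.24 (standard error 0.07, adjusted p = 0.0415). With HMOX1, these were the 4 of 94 measured AOS genes that fell in A7 at an adjusted p under 0.05 from limma, or 6 when adjusted over the list alone. All 4 calls were lost against A375 cells alone and without any single A7 array, with adjusted p up to 0.611 for GCLM, 0.295 for SRXN1 and 0.15 for STK25. GSTO1, an omega class glutathione transferase, rose by 0.38 (standard error 0.08, adjusted p = 0.00768), a call that held under every alternative.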

Interestingly, A7 did not downregulate any gene of this AOS network. 

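GCLC, the catalytic subunit of glutathione synthesis, had a log2 fold change of 0.23 (standard error 0.10, adjusted p = 0.223) in A7 and 0.05 (standard error 0.10, adjusted p = 0.797) in G10. NFE2L1, a transcription factor of the antioxidant response, had 0.19 (standard error 0.06, adjusted p = 0.103) in A7 and 0.17 (standard error 0.06, adjusted p = 0.0768) in G10. In the limma fit, 0 of these 2 genes rose in A7 at an adjusted p under 0.05, whereas both passed an unadjusted p of 0.05 and rose when adjusted over the list alone, which the study chose on these arrays and which is not independent evidence. Their difference between the clones did not pass the test, at -0.18 (standard error 0.11, adjusted p = 0.367) for GCLC and -0.02 (standard error 0.07, adjusted p = 0.926) for NFE2L1.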

Besides, only A7 upregulated GCLC and NFE2L1. 

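GSTM1 rose in G10 against the control by 1.06 log2 units (standard error 0.15, adjusted p = 0.000139). PREX1 rose by 0.80 (standard error 0.13, adjusted p = 0.000487), and APOE, an apolipoprotein with antioxidant activity, by 0.58 (standard error 0.08, adjusted p = 0.00012). The peroxiredoxin gene PRDX2 rose by 0.29 (standard error 0.08, adjusted p = 0.0211), and SOD1, the cytosolic superoxide dismutase, by 0.26 (standard error 0.07, adjusted p = 0.00986). CYGB, cytoglobin, had a log2 fold change of 0.32 (standard error 0.14, adjusted p = 0.126), OXR1, an oxidation resistance protein, had 0.30 (standard error 0.13, adjusted p = 0.133), and HMGA1, a chromatin protein, had 0.21 (standard error 0.13, adjusted p = 0.306). PRDX2 lost its call without G10 replicate 1 or 2 (adjusted p over the alternatives 0.0076 to 0.0775).

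In limma, 5 of the 9 genes rose in G10 at an adjusted p under 0.05, or 8 when adjusted over the list alone, a list the study chose on these samples and therefore not independent evidence. In G10 vs A7, APOE was higher by 0.59 (standard error 0.10, adjusted p = 0.000381), SOD1 by 0.40 (standard error 0.08, adjusted p = 0.00148), OXR1 by 0.70 (standard error 0.15, adjusted p = 0.00314) and CYGB by 0.69 (standard error 0.16, adjusted p = 0.00655).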

Meanwhile, G10 upregulated GSTM1, SOD1, PREX1, CYGB, PRDX2, OXR1, APOE, BNIP3 and HMGA1 vs controls (*p* < 0.05).

**Figure 5:**
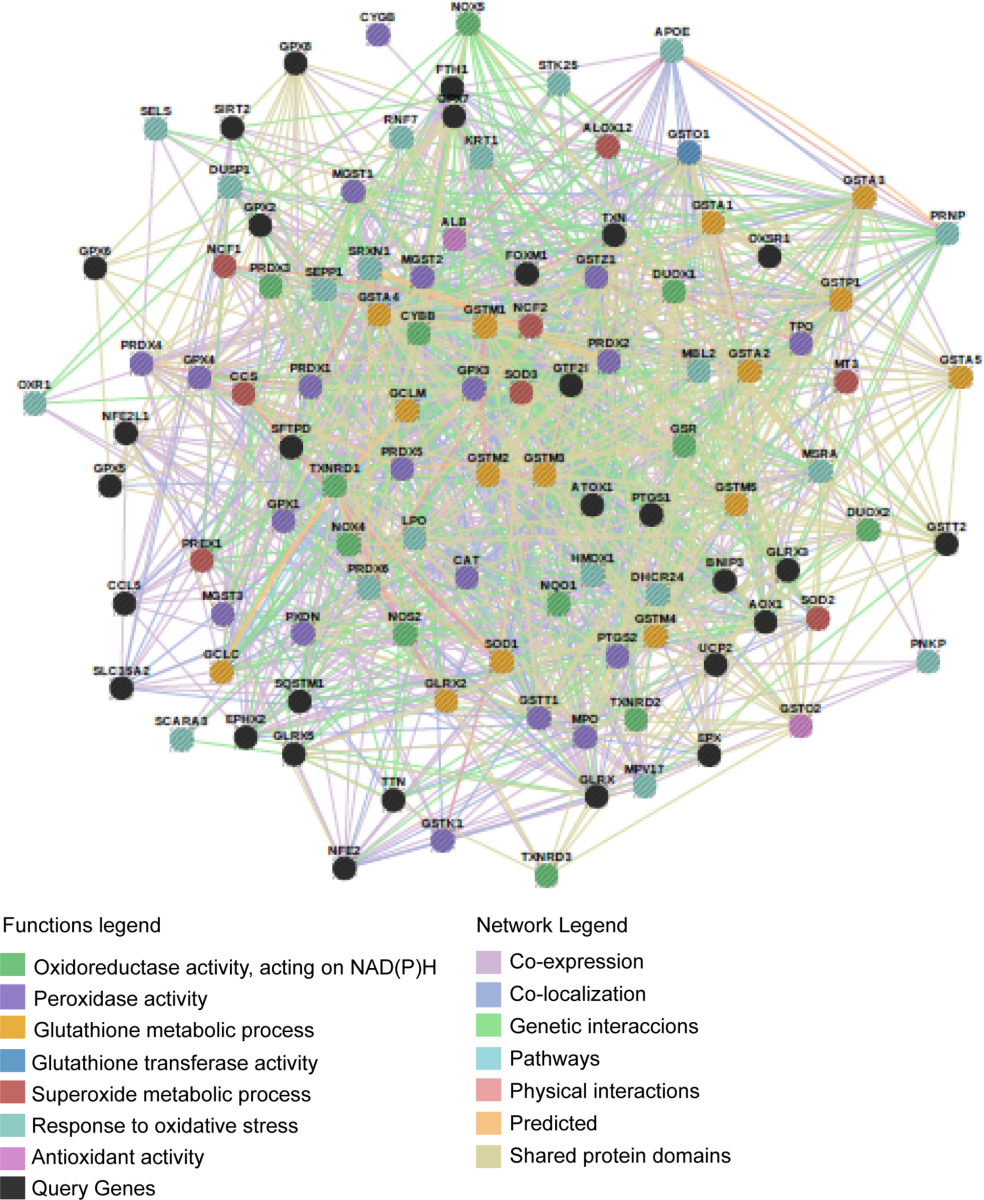
Network of 111 genes associated to the antioxidant system The AOS network was manually designed to be analyzed by GSEA. Connections between genes linked to each other and to neighboring genes are represented in the figure with different color lines according to their type of interaction. Gene colors represent the functions to which they are associated. Network visualized by Gene Mania.

**Figure 6:**
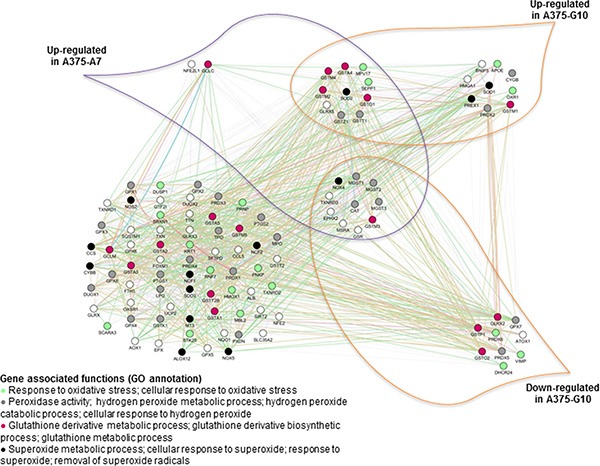
Coexpressed genes of the AOS network in A7 and G10 Coexpression of the AOS genes in A7 and G10 vs control (average result of A375 and PCDNA3). Query genes are represented by circles with gray stripes. Besides, connections among query genes linked to each other are represented in the figure with different color lines according to their type of interaction. Gene colors represent the functions to which they are associated. Network is visualized by GeneMania.

These results indicate that A7 upregulated peroxidase activity, hydrogen peroxide metabolic processes and cellular response to hydrogen peroxide. 

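MSRB3, which repairs oxidized methionine in the endoplasmic reticulum, rose in A7 by 0.51 log2 units (standard error 0.09, adjusted p = 0.00244). An independent list held 31 genes of hydrogen peroxide and superoxide removal, so it does not test hydrogen peroxide removal alone. At an adjusted p under 0.05 from limma, 3 of them rose in A7, namely MSRA, MSRB3 and GSR, and SRXN1 fell. Adjusted over the list alone, 4 rose and 1 fell, and camera did not call the list (adjusted p = 0.813). Of 21 glutathione transferase genes, 3 rose and 0 fell in A7, or 6 and 1 when adjusted over the list alone (camera adjusted p = 0.0937). Of 14 NADPH oxidase genes, NOX4 rose and NCF4, a cytosolic subunit of the phagocyte oxidase, fell (adjusted p = 0.0388) with both means below the olfactory receptor level, a call lost without any single A7 array (adjusted p up to 0.153). camera did not call this list (adjusted p = 0.208).

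From the AOS genes that it found higher in A7 and lower in G10, the paper reasons that A7 increased its metabolism of hydrogen peroxide and reduced its ROS levels more efficiently. For G10 its results reason, from the lower expression of these and of further genes of the oxidative stress response and of glutathione metabolism, that a weaker response to oxidative stress raised ROS levels and led to migration and progression. Its discussion only proposes this link for the shared genes. ROS levels were not analysed here.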

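GLRX5, a mitochondrial glutaredoxin, rose in G10 by 0.57 log2 units (standard error 0.07, adjusted p = 4.34e-05) on 1 cluster, while its other cluster had 0.22 and was not called. SOD2, the mitochondrial superoxide dismutase that forms hydrogen peroxide, rose by 0.54 (standard error 0.13, adjusted p = 0.0066). GPX7 and GLRX2 were among the members that fell. Of the 31 genes of hydrogen peroxide and superoxide removal, 4 rose and 3 fell in G10 at an adjusted p under 0.05 from limma. Adjusted over this independent list alone, the counts were 4 and 4, and camera did not call the list (adjusted p = 0.832). In G10 vs A7, the test of the difference, 4 were higher and 7 lower (camera adjusted p = 0.723). Of 40 peroxisome genes, 10 rose and 4 fell in G10 (camera adjusted p = 0.251), with EHHADH, an enzyme of peroxisomal fatty acid oxidation, at 1.22 (standard error 0.21, adjusted p = 0.000589).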

Meanwhile, these processes were downregulated in G10. 

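SLC7A11, the cystine importer that feeds glutathione synthesis, fell in G10 by 1.04 log2 units (standard error 0.27, adjusted p = 0.0117), and EPHX1, a microsomal epoxide hydrolase, by 0.64 (standard error 0.12, adjusted p = 0.00157). AKR1C2, an aldo-keto reductase induced by NRF2, rose by 0.87 (standard error 0.20, adjusted p = 0.0052). MT2A, a metallothionein that binds metals and radicals, fell by 1.03 (standard error 0.13, adjusted p = 3.27e-05), and its relative MT1G by 0.84 (standard error 0.15, adjusted p = 0.00112). GSTT1, a theta class glutathione transferase, rose by 0.94 (standard error 0.15, adjusted p = 0.000399), and GSTK1, a mitochondrial one, fell by 0.29 (standard error 0.08, adjusted p = 0.0237). SLC7A11 lost its call without G10 replicate 1 or 2, GSTK1 without G10 replicate 3 or 4 and AKR1C2 against A375 cells alone (adjusted p up to 0.0641, 0.133 and 0.0695).

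Of 31 NRF2 targets listed independently, 3 rose and 7 fell in G10 at an adjusted p under 0.05 from limma, or 5 and 8 when adjusted over the list alone (camera adjusted p = 0.605). In A7, 1 rose and 5 fell (camera adjusted p = 0.12). Of 21 glutathione transferase genes, 4 rose and 2 fell in G10 (camera adjusted p = 0.786), and in G10 vs A7 2 were higher and 4 lower (camera adjusted p = 0.56). Of 12 metallothionein genes, 8 fell in G10 (10 when adjusted over the list alone) and 0 in A7. camera called the metallothioneins lower in G10 (adjusted p = 0.00137), but not with an estimated correlation (adjusted p = 0.348 with an estimated correlation).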

Besides, G10 unlike A7, also downregulated certain genes associated with response to oxidative stress and glutathione metabolic and glutathione derivative biosynthetic processes. Finally, the complex gene networks associated with signaling pathways and bibliographic prognostic signatures that were induced by catalase overexpression after reprogramming the AOS network are shown in Figure 7.

**Figure 7:**
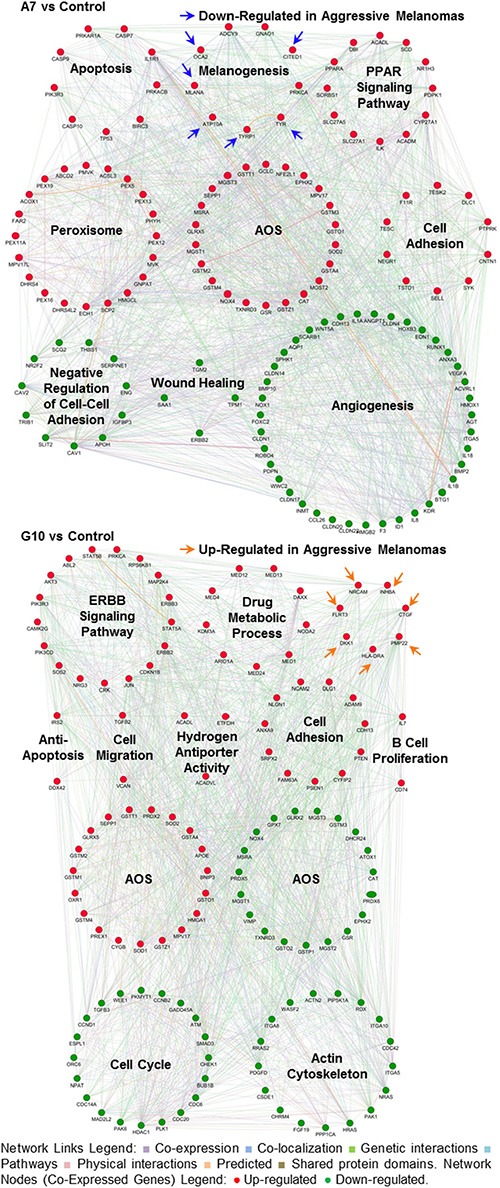
Gene networks associated with signaling pathways and prognostic signatures after reprogramming the AOS network in A7 and G10 Coexpression of genes supports the different phenotypes of A7 and G10 vs control (average result of A375 and PCDNA3). Up or downregulated genes are represented by red or green circles, respectively (Network Nodes). Connections among genes linked to each other are represented in the figure with different color lines according to their type of interaction (Network Links Legend). Arrows show genes from prognostic signatures associated with aggressive melanomas. The upregulation of these genes in A7 supports its less aggressive phenotype while in G10, its more aggressive one. Networks are visualized by GeneMania.

Therefore A7, by increasing the metabolism of hydrogen peroxide, reduced more efficiently ROS levels, resembling to less aggressive tumor cells. Meanwhile G10, by having reduced ability to respond to oxidative stress, increased its ROS levels conducting to migration and malignant progression.

## DISCUSSION

This work demonstrated a differential response of the AOS network induced by catalase overexpression in A375 melanoma cells. Moreover, the AOS gene expression profiles found in A7 and G10 correspond with their biological changes, where more or less aggressive melanomas were induced (in press, 2016).

The prooxidant state in melanoma induces alterations in proteins involved in melanogenesis, such as tyrosinase and TYRP1 [31, 32]. A7 cells upregulated coexpressed genes involved in melanogenesis, peroxisome and cell adhesion and downregulated genes of epithelial cell migration. Particularly, A7 upregulated TYRP1, CNTN1 and UCHL1, which participate in melanocyte differentiation and axon guidance [21, 24, 28]. This indicates that A7 changed to a more differentiated and less aggressive melanoma.

TYRP1 is involved in melanin synthesis. Thus, its overexpression in A7, not only at mRNA but also at protein level (in press, 2016), supports the melanogenesis induction. Besides, A7 overexpressed CNTN1, a cell adhesion molecule involved in nervous system development, particularly in oligodendrocyte maturation [23] and neurite extension [33]. This could favor A7 progression into neuronal-like morphology; as evidenced by its polarity (in press, 2016). Reduced UCHL1 was associated with worse outcome in primary melanoma. Besides, primary lesions present higher UCHL1 expression than metastatic lesions [21]. Suppression of UCHL1 was postulated as an early step of melanoma development, given that melanocytes present high levels of UCHL1, while benign nevi lack this protein [34]. Moreover, high levels of MTSS1, an actin-binding protein, inhibited migration in fibroblasts [35] and in glioblastoma cells inhibited cell growth, colony formation, migration and invasion [36]. Introducing wild-type MTSS1 or a non-degradable MTSS1 into breast or prostate cancer cells with low levels of MTSS1 inhibited cell proliferation and migration [37]. Thus, increased MTSS1 in A7 reinforced its milder malignancy. However, there still controversial results about MTSS1 influence in cancer progression [38].

Conversely, G10 upregulated coexpressed genes involved in cell migration and angiogenesis, while downregulated those involved in cell cycle and apoptosis. These results correspond to the ability of G10 to migrate and metastasize (in press, 2016). Certainly, MTSS1 and TIAM1 were almost absent in G10 cells, as described in metastatic and poor prognosis cancers [25, 36, 37, 39–44]. Thus, loss of MTSS1 in G10 confirms its shift to a more aggressive melanoma. TIAM1 is a guanine nucleotide exchange factor that activates Rac (Rac-GEF). It regulates cell shape and invasiveness in epithelial cells and fibroblasts. Metastatic melanoma cells overexpressing TIAM1 turned the mesenchymal phenotype into an epithelial-like phenotype, whereas its downregulation enhanced malignant progression [26, 27]. The almost absence of TIAM1 in G10 supports its increased metastatic ability [26, 45].

Therefore, not only the absence of MTSS1 and TIAM1 expression in G10, but also high levels of CAP1 and cofilin-1 (in press, 2016), could be key regulators in promoting migration and malignant progression in G10. On the contrary, upregulation of TYRP1, CNTN1 and UCHL1 in melanoma could be reversing malignant conditions. Thus, the expression of these genes could be used to classify the progression of melanoma from a non-aggressive and differentiated to a dedifferentiated and metastatic one. These promising results regarding its prognostic significance require further in-depth investigations.

Cells mount a transcriptional AOS response to scavenge the ROS that arise from chemical, physical, and metabolic challenges. This protective program has been shown to reduce carcinogenesis [15]. However, it is also hijacked by established cancers to thrive and proliferate within the hostile tumor microenvironment and to gain resistance against chemo- and radiotherapies. Thus, targeting the AOS response proteins of cancer cells is an attractive therapeutic strategy. Therefore, to understand which proteins of the AOS are exploited by melanoma in order to decrease or increase its malignancy, the AOS network was studied. The AOS network showed 19 coexpressed genes downregulated in G10, while 10 of them were upregulated in A7. Interestingly, A7 did not downregulated any gene.

Regarding those 10 genes upregulated in A7 and downregulated in G10, EPHX2, a cytosolic epoxide hydrolase, was suggested to prevent progression and metastasis in breast cancer [46]. MGST1 is a microsomal glutathione transferase 1, which also displays glutathione peroxidase activity. Overexpression of this enzyme protected MCF7 cells from oxidative damage by decreasing intracellular ROS levels [47, 48]. MSRA (methionine sulfoxide reductase A), which acts as ROS scavenger protecting proteins from oxidation, was found downregulated in metastatic hepatocellular carcinoma [49] and breast cancer [50]. Moreover, MSRA silencing in breast cancer cells increased ROS levels, resulting in extracellular matrix degradation and upregulation of VEGF, which support tumor growth *in vivo* [50]. Furthermore, skin antioxidant network includes not only interceptive antioxidants that dissipate ROS, but also specific repair enzymes such as MSRA, which reverse macromolecular damage. These two mechanisms work together to maintain a delicate redox balance, crucial for homeostasis. In this sense, melanocytes possess high levels of MSRA, MSRB and thioredoxin reductase [51, 52]. Particularly, murine melanoma cells increased the expression of TXNRD3 (thioredoxin reductase 3) during melanogenesis [53]. Downregulation of GSTM3 (glutathione-S-transferase Mu 3) was associated with metastasis in clear-cell renal-cell carcinoma [54] and breast [55] and colon cancer cells [56]. A proteomic analysis of MCF-7 breast cancer cells expressing constitutively active MEK5/Erk5, showed GSTM3 downregulation related to epithelial mesenchymal transition [55]. Besides, GSTM3 and also MGST3 (Microsomal Glutathione S-Transferase 3) were induced in human colon adenoma cells by the chemoprotector butyrate, while not in highly transformed neoplastic colorectal cells. Moreover, butyrate induced catalase in the primary colon non transformed cells [56]. Inhibition of GSR (Glutathione Reductase) activity induced oxidative stress, evidenced by intracellular ROS increase and peroxidation of mitochondrial membrane in melanoma cells. Therefore, the coexpressed upregulated genes EPHX2, GSTM3, MGST1, MSRA, TXNRD3, MGST3 and GSR in A7 would be increasing the ability of A7 cells to respond to oxidative stress. This protection from oxidative damage would be stimulating melanogenesis. These changes in gene expression profile led A7 cells to the acquisition of differentiated features, reversing malignancy. On the other hand, downregulation of these genes in G10 may be related to its worse ability to respond to oxidative stress. Therefore, intracellular ROS increase would be triggering dedifferentiation and so malignant progression.

Concerning the other 9 genes downregulated in G10, ATOX1 (antioxidant-1) is a copper-dependent transcription factor that mediates copper-induced cell proliferation. ATOX1 inhibition reduced copper-stimulated cell proliferation in mouse embryonic fibroblasts and non-small cell lung cancer cells [57, 58]. Adrenocortical carcinoma was characterized by silencing of genes on chromosome 11q13, including PRDX5 (peroxiredoxin 5) [59]. PRDX6 presented reduced levels in papillary thyroid carcinomas compared to non-neoplastic tissues. A correlation between the presence of lymph node metastasis and low PRDX6 levels was also described [60]. The progression from low-grade to high-grade prostate carcinoma and metastases is mediated by down-regulation of the androgen receptor target genes, including DHCR24 (24-Dehydrocholesterol Reductase) [61]. Reduced mRNA and protein expression of GSTP1 (glutathione S-transferase-pi) was found in neuroblastoma cell lines and high risk NB tumor samples [62]. Likewise, inverse correlation between GSTP1 expression and Barrett's esophageal metaplasia-dysplasia-adenocarcinoma sequence was demonstrated [63]. GPX7 (glutathione peroxidase 7) may function as tumor suppressor. It is frequently silenced in esophageal adenocarcinoma (EAC). The dysfunction of GPX7 in esophageal cells increases ROS levels and oxidative DNA damage, which are common risk factors for Barrett's esophagus and EAC [64, 65]. Thus, downregulation of ATOX1, PRDX5, PRDX6, DHCR24, GSTP1 and GPX7 in G10 supports its worse outcome.

Regarding the two genes that were upregulated only in A7, GCLC (glutamate-cysteine ligase, catalytic subunit) and NFE2L1 (nuclear factor erythroid-derived 2-like 1), high expression of GCLC, the rate-limiting enzyme in glutathione synthesis, was associated with lower intracellular ROS and cell proliferation in 36 melanoma cell lines and also with better 5-year overall survival in patients with melanoma. Besides, invasiveness and switch from E-cadherin to N-cadherin expression were promoted in melanoma cells with lower GCLC expression [66]. In breast cancer, GCLC expression was inversely correlated with malignancy [67]. NFE2L1 functions as transcription factor that binds to antioxidant response element (ARE) of DNA. Its somatic inactivation is involved in hepatic cancer induction. Hepatocytes lacking NFE2L1 exhibited increased oxidative stress and impaired expression of antioxidant genes [68, 69]. In human skin tumors NFE2L1 was lower than in normal skin [70]. The involvement of NF2L1 has also been described in osteoblast differentiation [71, 72]. Thus, GCLC and NFE2L1 upregulation in A7 may contribute to both the increased ROS scavenging capacity compared with G10 and controls and its more differentiated and less aggressive melanoma.

Therefore, as far as we are concerned, this is the first time that a human melanoma model allowed to define a group of genes from the AOS downregulated by melanoma cells to take advantage to spread new areas and metastasize. Meanwhile, upregulation of this group of genes reversed malignant features.

## MATERIALS AND METHODS

### Cell culture and transfection of catalase

Low-passages human amelanotic melanoma cell line A375 was kindly given by Dr. E. Medrano (Huffington Center on Aging, Departments of Molecular & Cellular Biology and Dermatology, Baylor College of Medicine, Houston, Texas, USA). All the experiments with these cells were performed with less than 5 passages from thawing. Cells were cultured as previously described [73]. Stable transfected cells were maintained in identical conditions with 700 μg/ml geneticin (Sigma). Cells were regularly tested to be mycoplasma-free.

A375-A7 and A375-G10 cells overexpressing catalase (in press, 2016), referred in this work as A7 and G10 respectively, were used. Due to their intriguing differential responses to catalase overexpression already described in the mentioned paper, whole genome microarrays experiments were performed. A375-PCDNA3 (transfected with empty vector, referred here as PCDNA3) and A375 cells were used as controls in the microarrays experiments.

### RNA isolation and microarray experiment

Total RNA samples were isolated from cultured cells using RNAspin Mini RNA Isolation Kit (GE Healthcare), following manufacturer instructions. RNA quantity and quality were determined by NanoDrop2000 photometer (Thermo). RNA integrity was assessed evaluating the ~2:1 ratio of 28S:18S bands in 1% agarose gel electrophoresis (Figure S2). Four biological replicates were used per condition.

Biotin-labeled cRNA was generated and hybridised to Affymetrix Human Genome Chip (GeneChip^®^ Human Gene 1.0 ST) following the manufacturer's instructions (Affymetrix, Santa Clara, USA) by the Agricultural Plant Physiology and Ecology Research Institute (IFEVA), University of Buenos Aires, Argentina.

### Microarray analysis and data processing

Differential gene expression among human amelanotic melanoma cells, A375, and the two established catalase-overexpressing clones with different phenotypes (A7, melanotic and non-invasive and G10, amelanotic and invasive) was evaluated by the bioinformatic analysis of whole genome microarrays (GeneChip^®^ Human Gene 1.0 ST Array, Affymetrix). A375 and PCDNA3 cells were used as controls.

The analysis was performed by using the R programming language (2.12.0) [74] and different tools of Bioconductor [75]. The libraries “affy”, “limma”, “oligo”, “affxparser”, “Iranges”, “gplots”, “Biobase”, “Biostrings”, “cluster”, “hugene10stprobeset.db”, “Go.db”, “preprocess Core”, hugene10sttranscriptcluster.db”, “pd.hugene.1.0.st.v1”, “pd.hugene.1.1.st.v1”, “org.Hs.eg.db”, “annotate” and KEGG.db” were used. Background correction and normalization of data were performed by Robust Multi-array Average (rma) both for probe set and core. Differential gene expression was evaluated by Limma package (Linear Models for Microarray Data). Log fold change (lfc) and *p* value parameters were established. In order to determine those genes to be analyzed for functional classification or qPCR validation a 1 and 2 lfc were used respectively. Both analyses were performed with a *p* < 0.001.

The differential genes obtained were functionally classified by DAVID (Database for Annotation, Visualization and Integrated Discovery) [76, 77]. DAVID Functional Annotation Clustering tool was performed by using the annotation terms: Disease (OMIM_disease), Gene Ontology (GOTERM_BP_FAT, GOTERM_CC_FAT, GOTERM_MF_FAT), Pathways (BBID, BIOCARTA, KEGG_PATHWAY, REACTOME_PATHWAY) and Tissue Expression (UP_TISSUE). The classification stringency was selected as medium and the options were selected as default.

Significant and concordant differences between phenotypes were evaluated by GSEA (Gene Set Enrichment Analysis) [29] with *a priori* defined gene sets collected from Gene Ontology Database [78] (131 gene groups) and KEGG (Kyoto Encyclopedia of Genes and Genomes) [79–81] (19 gene groups). These selected gene sets are associated with cell proliferation, melanoma, cell cycle, melanogenesis, apoptosis, cell adhesion, vascularization, angiogenesis, peroxisome, cell migration, regulation of actin cytoskeleton, autophagy regulation, oxidative stress, invasion, cell motility, DNA damage response, drug exportation, drug metabolism, immune response and inflammation (Table S5). An additional set of 111 genes related to the antioxidant system [82–85] was manually defined, visualized by GeneMANIA database [86] and studied under the same criteria (Figure 5 and Table S6). This type of analysis was also performed with 39 bibliographic predictive gene signatures of melanomas, associated with invasion, differentiation, aggressiveness and metastasis [87–98] (Table S7). Coexpressed genes obtained by the analysis were visualized by GeneMANIA database [86] via GeneMANIA web or via Cytoscape plugin [99].

### Validation of microarrays data by quantitative real-time PCR (qPCR)

In order to select genes differentially expressed to validate the microarray results by qPCR, a 2 lfc and *p* < 0.001 were used. The selected genes were TYRP1, CNTN1, UCHL1, MTSS1 and TIAM1. Human GAPDH was used as normalization control. Total RNA samples isolated for microarray experiments were used to validate microarray experiments by qPCR. The cDNA was synthesized using polymerase reverse transcriptase (SuperScript^™^ II, Invitrogen) following manufacturer's indications. Four biological replicates were used per condition.

To perform qPCR 15 μl final reaction volume, 7 μl Master mix (Maxima SYBR Green qPCR Master Mix, Biotium 2X), 0.2 μl primers 10 μM, 3 μl of cDNA 1:50 and free nuclease water (Biodynamics) were used. Sequences of primers (all from Invitrogen) and cycling conditions are detailed in Table 2. Quantitative real-time PCR assays were carried out in a QIAGEN's q PCR cycler. The Pfaffl mathematical model for relative quantification was used to calculate the mRNA expression level (normalized to GAPDH) [8].

**Table 2:** Selected genes for qPCR microarray validation

Gene	5′	Forward Primer	3′	40 Cycles	
		Reverse Primer		Tm (°C/s)	Extension (°C/s)
**TYRP1**	gctccagacaacctggga cagtgaggagaggctggtt			58/25	72/20
**CNTN1**	caacaaaaccatatcctgctga agatcactgcctatgtccacct			55/20	72/30
**UCHL1**	gacttattcacgcagtggc gatggacgaatgcctttt			52/20	72/20
**MTSS1**	agaaagcccgccaagag ccgcagcatagagatgaaggta			55/20	72/15
**TIAM1**	gtggggtctggatactacc gcttcggttccctctc			49/20	72/15
**GAPDH**	cccactcctccacctttgac cataccaggaaatgagcttgacaa			60/20	72/20

## SUPPLEMENTARY FIGURES AND TABLES

# Supplementary material for: Reprogramming human A375 amelanotic melanoma cells by catalase overexpression: Upregulation of antioxidant genes correlates with regression of melanoma malignancy and with malignant progression when downregulated
**Source:** Oncotarget. 2016 May 10;7(27):41154–71. doi: 10.18632/oncotarget.9273
**Supplement:** Supplementary file 2

**Table S1. DAVID Functional Enrichment Analysis.** Up and Downregulation of coexpressed clustered genes defined *a priori* from KEGG and GO. Table shows clustered genes significantly enriched with a pValue <0.01 and FDR (%) <20.

**A. Cluster:**

**E. score Category**

**Term**

**PValue Genesa**

**Genes up or down reg/total**

**FDR (%)**

**Upregulated A7 vs Control**

GOTERM_BP_FAT GO:0007155 Cell Adhesion 0,00560274 LAMA2, CDH7, LAMB3, PCDHB8, PCDHB5, MAGI1, **CNTN1**, CNTN3, ENTPD1, MEGF10, SYK

11/77 8.340508

1:1.7308

GOTERM_BP_FAT GO:0022610 Biological Adhesion 0,00565829 LAMA2, CDH7, LAMB3, PCDHB8, PCDHB5, MAGI1, **CNTN1**, CNTN3, ENTPD1, MEGF10, SYK

11/77 8.4198411

6:0.9854 GOTERM_CC_FAT GO:0005604 Basement Membrane 0,01038873 LAMA2, LAMB3, CCDC80, ENTPD1 4/75 12.16233

7:0.9436 GOTERM_BP_FAT GO:0007267 Cell-Cell Signaling 0,00629714 PCSK1, SLC17A6, PCDHB5, IL7, FGF14, MAOA, MME, CHRNA6, AMPH, SYK

4/77 9.3276437

**Upregulated G10 vs Control**

KEGG_PATHWAY hsa05310 Asthma 9.1035E-17

Antigen Processing And

HLA-DQB1, HLA-DRB3, HLA-DRB5, HLA-DPA1, HLA-DPB1, HLA-DMB, HLA-DOA, HLA-DQA2, HLA-DOB, HLA-DMA, HLA-DQA1, HLA-DRA

HLA-DQB1, HLA-DRB3, HLA-DMB, HLA-DMA,

12/43 1.110E-13

GOTERM_BP_FAT GO:0002504

Presentation Of Peptide Or Polysaccharide Antigen Via MHC Class II

1.0897E-16

HLA-DQA2, HLA-DQA1, CD74, HLA-DRB5, HLA- DPA1, HLA-DPB1, HLA-DOA, HLA-DOB, HLA- DRA

13/131 1.776E-13

GOTERM_CC_FAT GO:0042613 MHC Class II Protein Complex 3.8288E-16

HLA-DQB1, HLA-DRB3, HLA-DRB5, HLA-DPA1, HLA-DPB1, HLA-DMB, HLA-DOA, HLA-DQA2, HLA-DOB, HLA-DMA, HLA-DQA1, HLA-DRA

12/112 4.107E-13

KEGG_PATHWAY hsa05330 Allograft Rejection 1.5142E-15

HLA-DQB1, HLA-DRB3, HLA-DRB5, HLA-DPA1, HLA-DPB1, HLA-DMB, HLA-DOA, HLA-DQA2, HLA-DOB, HLA-DMA, HLA-DQA1, HLA-DRA

12/43 1.565E-12

KEGG_PATHWAY hsa05332 Graft-Versus-Host Disease 4.2579E-15

HLA-DQB1, HLA-DRB3, HLA-DRB5, HLA-DPA1, HLA-DPB1, HLA-DMB, HLA-DOA, HLA-DQA2, HLA-DOB, HLA-DMA, HLA-DQA1, HLA-DRA

12/43 4.241E-12

KEGG_PATHWAY hsa04940 Type I Diabetes Mellitus 1.0618E-14

HLA-DQB1, HLA-DRB3, HLA-DRB5, HLA-DPA1, HLA-DPB1, HLA-DMB, HLA-DOA, HLA-DQA2, HLA-DOB, HLA-DMA, HLA-DQA1, HLA-DRA

12/43 1.071E-11

GOTERM_MF_FAT GO:0032395 MHC Class II Receptor Activity 3.0998E-14

GOTERM_CC_FAT GO:0042611 MHC Protein Complex 5.1051E-14

HLA-DQB1, HLA-DRB3, HLA-DPA1, HLA-DPB1, HLA-DOA, HLA-DQA2, HLA-DOB, HLA-DMA, HLA- DQA1, HLA-DRA

HLA-DQB1, HLA-DRB3, HLA-DMB, HLA-DMA,

HLA-DQA2, HLA-DQA1, AZGP1, HLA-DRB5, HLA- DPA1, HLA-DPB1, HLA-DOA, HLA-DOB, HLA- DRA

10/121 3.997E-11

13/112 6.313E-11

KEGG_PATHWAY hsa04672 Intestinal Immune Network For

6.9108E-14

IgA Production

HLA-DQB1, HLA-DRB3, HLA-DRB5, HLA-DPA1, HLA-DPB1, HLA-DMB, HLA-DOA, HLA-DQA2, HLA-DOB, HLA-DMA, HLA-DQA1, HLA-DRA

12/43 6.944E-11

1:11.9026

HLA-DQB1, HLA-DRB3, HLA-DRB5, HLA-DPA1,

KEGG_PATHWAY hsa05320 Autoimmune Thyroid Disease 1.11759E-13 HLA-DPB1, HLA-DMB, HLA-DOA, HLA-DQA2, HLA-DOB, HLA-DMA, HLA-DQA1, HLA-DRA

12/43 1.124E-10

KEGG_PATHWAY hsa04514 Cell Adhesion Molecules (CAMs) 8.9824E-13

HLA-DQB1, F11R, HLA-DRB3, CLDN10, HLA- DMB, HLA-DMA, HLA-DQA2, HLA-DQA1,

NCAM2, HLA-DRB5, HLA-DPA1, HLA-DPB1, HLA- DOA, HLA-DOB, HLA-DRA

HLA-DQB1, HLA-DRB3, HLA-DMB, HLA-DMA,

15/43 9.033E-10

GOTERM_BP_FAT GO:0019882 Antigen Processing And

Presentation

Antigen Processing And

KEGG_PATHWAY hsa04612

Presentation

9.6868E-13

1.1765E-12

HLA-DQA2, HLA-DQA1, CD74, AZGP1, HLA- DRB5, HLA-DPA1, HLA-DPB1, HLA-DOA, HLA- DOB, HLA-DRA

HLA-DQB1, HLA-DRB3, HLA-DMB, HLA-DMA, HLA-DQA2, HLA-DQA1, CD74, HLA-DRB5, HLA- DPA1, HLA-DPB1, HLA-DOA, HLA-DOB, HLA- DRA

14/131 1.5139E-9

13/43 1.1831E-9

KEGG_PATHWAY hsa05416 Viral Myocarditis 5.3644E-12

HLA-DQB1, HLA-DRB3, HLA-DRB5, HLA-DPA1, HLA-DPB1, HLA-DMB, HLA-DOA, HLA-DQA2, HLA-DOB, HLA-DMA, HLA-DQA1, HLA-DRA

12/43 5.3949E-9

KEGG_PATHWAY hsa05322 Systemic Lupus Erythematosus 2.2528E-10

HLA-DQB1, HLA-DRB3, HLA-DRB5, HLA-DPA1, HLA-DPB1, HLA-DMB, HLA-DOA, HLA-DQA2, HLA-DOB, HLA-DMA, HLA-DQA1, HLA-DRA

12/43 2.2656E-7

REACTOME_PATH

WAY REACT_6900 Signaling In Immune System 8.7564E-9

HLA-DQB1, F11R, HLA-DRB3, HLA-DMB, PTEN, HLA-DMA, HLA-DQA2, HLA-DQA1, HLA-DRB5, HLA-DPA1, HLA-DPB1, HLA-DOA, HLA-DOB, PTENP1, HLA-DRA

14/25 5.7973E-6

GOTERM_BP_FAT GO:0006955 Immune Response 3.2339E-4

UP_TISSUE Blood 0,005075

GOTERM_BP_FAT GO:0016339 Calcium-Dependent Cell-Cell

3.8524E-13

Adhesion

GOTERM_BP_FAT GO:0007156 Homophilic Cell Adhesion 2.6609E-11

GOTERM_BP_FAT GO:0016337 Cell-Cell Adhesion 1.4227E-10

HLA-DQB1, IFITM2, IL7, HLA-DRB3, HLA-DMB, HLA-DQA2, HLA-DMA, HLA-DQA1, CD74, IL31RA, AZGP1, HLA-DRB5, SEMA3C, HLA- DPA1, HLA-DPB1, HLA-DOA, HLA-DOB, HLA- DRA

HLA-DQB1, CTSZ, TYRP1, GYPE, HLA-DRB3, PDE3A, HLA-DMB, HLA-DQA2, HLA-DQA1, CYFIP2, HLA-DRB5, HLA-DPB1, SLC14A1, HLA- DRA

PCDHB9, CDH13, PCDHB7, PCDHB5, PCDHB6, PCDHB3, PCDHB16, PCDHB2, PCDHB14, PCDHB11

PCDHB9, PCDHB7, PCDHB8, PCDHB5, PCDHB6, PCDHB3, PCDHB15, PCDHB2, PCDHB14, PCDHB12, PCDHB11, CDH13, PCDHB18, PCDHB16, PCDHB17

PCDHB9, PCDHB7, PCDHB8, PCDHB5, PCDHB6, PCDHB3, PCDHB15, PCDHB2, PCDHB14, CLDN10, PCDHB12, PCDHB11, GPR98, CDH13, NCAM2, PCDHB18, PCDHB16, PCDHB17, CYFIP2

18/131 0.504254

14/158 5.673873

10/131 6.021E-10

15/131 4.1589E-8

19/131 2.2237E-7

GOTERM_BP_FAT GO:0007416 Synaptogenesis 5.0725E-10 PCDHB9, MYO6, PCDHB5, PCDHB6, PCDHB3, PCDHB16, PCDHB2, PCDHB14, PCDHB11

PCDHB9, PTPRK, F11R, PCDHB7, PCDHB8, PCDHB5, PCDHB6, PCDHB3, PCDHB15,

9/131 7.9281E-7

2:6.1167

GOTERM_BP_FAT GO:0007155 Cell Adhesion 4.5985E-8

GOTERM_BP_FAT GO:0022610 Biological Adhesion 4.7243E-8

PCDHB2, PCDHB14, CLDN10, PCDHB12, PCDHB11, GPR98, AZGP1, NCAM2, CDH13, PCDHB18, PCDHB16, PCDHB17, CYFIP2, SGCE, EMB, CYR61

PCDHB9, PTPRK, F11R, PCDHB7, PCDHB8, PCDHB5, PCDHB6, PCDHB3, PCDHB15, PCDHB2, PCDHB14, CLDN10, PCDHB12, PCDHB11, GPR98, AZGP1, NCAM2, CDH13, PCDHB18, PCDHB16, PCDHB17, CYFIP2, SGCE, EMB, CYR61

25/131 7.1874E-5

25/131 7.3839E-5

GOTERM_BP_FAT GO:0050808 Synapse Organization 1.1247E-7 PCDHB9, MYO6, PCDHB5, PCDHB6, PCDHB3, PCDHB16, PCDHB2, PCDHB14, PCDHB11

PCDHB9, MYO6, PCDHB5, PCDHB6, PCDHB3,

9/131 1.7579E-4

GOTERM_BP_FAT GO:0043062 Extracellular Structure

Organization

3.7672E-6

PCDHB16, PCDHB2, PCDHB14, PCDHB11, APBB2, CYR61

11/131 0.005887

GOTERM_MF_FAT GO:0005509 Calcium Ion Binding 0,001899

GOTERM_BP_FAT GO:0007268 Synaptic Transmission 0,00232676

GOTERM_BP_FAT GO:0019226 Transmission Of Nerve Impulse 0,00665079

PCDHB9, PCDHB7, PCDHB8, PCDHB5, PCDHB6, PCDHB3, PCDHB15, PCDHB2, PCDHB14, PCDHB12, PCDHB11, GPR98, CDH13, CLGN, PCDHB18, PCDHB16, FSTL5, PCDHB17, SGCE

PCDHB9, MYO6, PCDHB5, PCDHB6, PCDHB3, PCDHB16, PCDHB2, APBA2, PCDHB14, PCDHB11

PCDHB9, MYO6, PCDHB5, PCDHB6, PCDHB3, PCDHB16, PCDHB2, APBA2, PCDHB14, PCDHB11

19/121 2.423907

10/131 3.575377

10/131 9.904163

GOTERM_CC_FAT GO:0005886 Plasma Membrane 1.6477E-5

FHIT, ADCY1, GYPE, AP1G2, GPR160, HLA- DMB, HLA-DMA, IL31RA, AZGP1, PCDHB9, PTPRK, F11R, PCDHB7, PCDHB8, MYO6, PCDHB5, MPDZ, PCDHB6, PCDHB3, MFI2, PCDHB2, HLA-DQA2, GPR98, HLA-DQA1, NCAM2, HLA-DPA1, SGCE, TM4SF1, HLA-DRA, HLA-DQB1, COPZ2, HLA-DRB3, APH1B, PCDHB15, PCDHB14, CLDN10, PCDHB12, PCDHB11, GPRC5A, CD74, PCDHB18, PCDHB16, APBA2, HLA-DRB5, HLA-DPB1, HLA- DOA, PLA2R1, HLA-DOB, AXL, EPHA5, CDH13, CYFIP2, CXORF61, SLC14A1, ATP6V0A4

55/112 0.020368

3:4.4351

GOTERM_CC_FAT GO:0016021 Integral To Membrane 4.2283E-5

ADCY1, GYPE, GPR160, HLA-DMB, HLA-DMA, IL31RA, TMEM108, ELOVL6, NALCN, UNC5C, ZDHHC2, PCDHB9, F11R, PTPRK, KIAA1324L, PCDHB7, PCDHB8, PCDHB5, PCDHB6, PCDHB3, MFI2, PCDHB2, HLA-DQA2, HLA-

DQA1, GPR98, TPTE, NCAM2, PLEKHH2, SGCE, HLA-DPA1, TM4SF1, SLITRK6, HLA-DRA, HLA- DQB1, DCC, CYP2U1, TYRP1, IFITM2, HLA- DRB3, PTPLAD2, APH1B, PCDHB15, PCDHB14, CLDN10, PCDHB12, PCDHB11, GPRC5A, CD74, LINGO2, TSC22D3, PCDHB18, PCDHB16, PCDHB17, SLC4A8, HLA-DRB5, ARMCX1, EMB, HLA-DPB1, PLA2R1, HLA-DOA, HLA-DOB, AXL, EPHA5, CLGN, CXORF61, SLC14A1, SLC46A3, ATP6V0A4

68/112 0.052260

GOTERM_CC_FAT GO:0031224 Intrinsic To Membrane 7.1051E-5

ADCY1, GYPE, GPR160, HLA-DMB, HLA-DMA, IL31RA, TMEM108, ELOVL6, NALCN, UNC5C, ZDHHC2, PCDHB9, F11R, PTPRK, KIAA1324L, PCDHB7, PCDHB8, PCDHB5, PCDHB6, PCDHB3, MFI2, PCDHB2, HLA-DQA2, HLA-

DQA1, GPR98, TPTE, NCAM2, PLEKHH2, SGCE, HLA-DPA1, TM4SF1, SLITRK6, HLA-DRA, HLA- DQB1, DCC, CYP2U1, TYRP1, IFITM2, HLA- DRB3, PTPLAD2, APH1B, PCDHB15, PCDHB14, CLDN10, PCDHB12, PCDHB11, GPRC5A, CD74, LINGO2, TSC22D3, PCDHB18, PCDHB16, PCDHB17, SLC4A8, HLA-DRB5, ARMCX1, EMB, HLA-DPB1, PLA2R1, HLA-DOA, HLA-DOB, AXL, EPHA5, CDH13, CLGN, CXORF61, SLC14A1, SLC46A3, ATP6V0A4

69/112 0.0878028

4:3.1758

GOTERM_CC_FAT GO:0044459 Plasma Membrane Part 2.7342E-5

GOTERM_CC_FAT GO:0005887 Integral To Plasma Membrane 0,0028961

GOTERM_CC_FAT GO:0031226 Intrinsic To Plasma Membrane 0,003748

HLA-DQB1, COPZ2, GYPE, HLA-DRB3, PCDHB15, CLDN10, PCDHB12, HLA-DMB, PCDHB11, GPRC5A, HLA-DMA, CD74, AZGP1, HLA-DRB5, HLA-DPB1, PLA2R1, HLA-DOA, HLA- DOB, PTPRK, F11R, MYO6, MPDZ, PCDHB6, PCDHB3, MFI2, AXL, PCDHB2, HLA-DQA2, HLA- DQA1, EPHA5, CDH13, CYFIP2, HLA-DPA1, SGCE, TM4SF1, SLC14A1, ATP6V0A4, HLA-DRA

PTPRK, GYPE, PCDHB6, HLA-DRB3, PCDHB3, MFI2, AXL, PCDHB15, PCDHB2, PCDHB12, PCDHB11, GPRC5A, HLA-DQA2, HLA-DQA1, EPHA5, HLA-DPA1, SGCE, TM4SF1, SLC14A1, PLA2R1, HLA-DRA

PTPRK, GYPE, PCDHB6, HLA-DRB3, PCDHB3, MFI2, AXL, PCDHB15, PCDHB2, PCDHB12, PCDHB11, GPRC5A, HLA-DQA2, HLA-DQA1, EPHA5, HLA-DPA1, SGCE, TM4SF1, SLC14A1, PLA2R1, HLA-DRA

38/112 0.033797

21/112 3522098

21/112 45362816

5:2.255

GOTERM_CC_FAT GO:0042825 TAP Complex 2.1750E-5 HLA-DMB, HLA-DOB, HLA-DMA, HLA-DRA 4/112 0.0268865

MHC Class I Peptide Loading

GOTERM_CC_FAT GO:0042824

Complex 5.1543E-5 HLA-DMB, HLA-DOB, HLA-DMA, HLA-DRA 4/112 0.0637027

GOTERM_MF_FAT GO:0042287 MHC Protein Binding 7.5561E-5 HLA-DMB, HLA-DOB, HLA-DMA, CD74, HLA-DRA 5/121 0.0974871

GOTERM_MF_FAT GO:0042288 MHC Class I Protein Binding 3.9497E-4 HLA-DMB, HLA-DOB, HLA-DMA, HLA-DRA 8/121 0.508613

|  | GOTERM_CC_FAT | GO:0005773 | Vacuole | 0,006364 | CTSZ, GAA, HLA-DMB, ATP6V0A4, HLA-DOB,  HLA-DMA, CD74, HLA-DRA | 8/112 | 7.589919 |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | GOTERM_CC_FAT | GO:0000323 | Lytic Vacuole | 0,010168 | CTSZ, GAA, HLA-DMB, HLA-DOB, HLA-DMA, CD74, HLA-DRA | 7/112 | 11.869295 |
|  | GOTERM_CC_FAT | GO:0005764 | Lysosome | 0,010168 | CTSZ, GAA, HLA-DMB, HLA-DOB, HLA-DMA, CD74, HLA-DRA | 7/112 | 11.869295 |
|  |  |  |  |  | FHIT, HKR1, ADCY1, ZNF83, ANUBL1, ZNF781, |  |  |
|  |  |  |  |  | SOBP, CLYBL, PTEN, ZFP90, FSTL5, ZNF404, |  |  |
|  |  |  |  |  | NALCN, PCDHB9, ZDHHC2, PCDHB7, PCDHB8, |  |  |
|  |  |  |  |  | PCDHB5, PCDHB6, PCDHB3, MFI2, ZNF790, |  |  |
|  | GOTERM_MF_FAT | GO:0046872 | Metal Ion Binding | 0,003083 | PCDHB2, TRERF1, GPR98, MARK1, LIMCH1, ZSCAN16, NEK9, SGCE, CYP2U1, ZNF808, | 54/121 | 3.908143 |
|  |  |  |  |  | RNF17, TYRP1, NEK3, PCDHB15, PCDHB14, |  |  |
|  |  |  |  |  | PCDHB12, PCDHB11, PCDHB18, ZNF223, |  |  |
|  |  |  |  |  | PCDHB16, PCDHB17, ZNF329, SLC4A8, ZNF607, |  |  |
|  |  |  |  |  | ZNF420, CCNB1IP1, ZNF528, ADARB1, ACSM3, |  |  |
|  |  |  |  |  | CDH13, CLGN, ZNF571, PTENP1 |  |  |
|  |  |  |  |  | FHIT, HKR1, ADCY1, ZNF83, ANUBL1, ZNF781, |  |  |
|  |  |  |  |  | SOBP, CLYBL, PTEN, ZFP90, FSTL5, ZNF404, |  |  |
|  |  |  |  |  | NALCN, PCDHB9, ZDHHC2, PCDHB7, PCDHB8, |  |  |
|  |  |  |  |  | PCDHB5, PCDHB6, PCDHB3, MFI2, ZNF790, |  |  |
| 6:1.5476 | GOTERM_MF_FAT | GO:0043169 | Cation Binding | 0,003839 | PCDHB2, TRERF1, GPR98, MARK1, LIMCH1, ZSCAN16, NEK9, SGCE, CYP2U1, ZNF808, | 54/121 | 4.844576 |
|  |  |  |  |  | RNF17, TYRP1, NEK3, PCDHB15, PCDHB14, |  |  |
|  |  |  |  |  | PCDHB12, PCDHB11, PCDHB18, ZNF223, |  |  |
|  |  |  |  |  | PCDHB16, PCDHB17, ZNF329, SLC4A8, ZNF607, |  |  |
|  |  |  |  |  | ZNF420, CCNB1IP1, ZNF528, ADARB1, ACSM3, |  |  |
|  |  |  |  |  | CDH13, CLGN, ZNF571, PTENP1 |  |  |
|  |  |  |  |  | FHIT, HKR1, ADCY1, ZNF83, ANUBL1, ZNF781, |  |  |
|  |  |  |  |  | SOBP, CLYBL, PTEN, ZFP90, FSTL5, ZNF404, |  |  |
|  |  |  |  |  | NALCN, PCDHB9, ZDHHC2, PCDHB7, PCDHB8, |  |  |
|  |  |  |  |  | PCDHB5, PCDHB6, PCDHB3, MFI2, ZNF790, |  |  |
|  | GOTERM_MF_FAT | GO:0043167 | Ion Binding | 0,005378 | PCDHB2, TRERF1, GPR98, MARK1, LIMCH1, ZSCAN16, NEK9, SGCE, CYP2U1, ZNF808, | 54/121 | 6.724643 |
|  |  |  |  |  | RNF17, TYRP1, NEK3, PCDHB15, PCDHB14, |  |  |
|  |  |  |  |  | PCDHB12, PCDHB11, PCDHB18, ZNF223, |  |  |
|  |  |  |  |  | PCDHB16, PCDHB17, ZNF329, SLC4A8, ZNF607, |  |  |
|  |  |  |  |  | ZNF420, CCNB1IP1, ZNF528, ADARB1, ACSM3, |  |  |
|  |  |  |  |  | CDH13, CLGN, ZNF571, PTENP1 |  |  |

GOTERM_BP_FAT GO:0030030 Cell Projection Organization 0,002901

DCC, NCAM2, CDH13, MYO6, DLX5, KIF5C, UNC5C, APBB2, SLITRK6, PTEN, GPR98, PTENP1

11/131 4.44054

7:1.5031

GOTERM_BP_FAT GO:0031175 Neuron Projection Development 0,003292 DCC, NCAM2, MYO6, DLX5, KIF5C, UNC5C, APBB2, SLITRK6, PTEN, PTENP1

GOTERM_BP_FAT GO:0048666 Neuron Development 0,005428 DCC, NCAM2, MYO6, DLX5, KIF5C, UNC5C, APBB2, SLITRK6, PTEN, GPR98, PTENP1

GOTERM_BP_FAT GO:0007409 Axonogenesis 0,010817 DCC, NCAM2, DLX5, KIF5C, UNC5C, APBB2, SLITRK6

9/131 5.023613

10/131 8.156321

7/131 15.63332

GOTERM_BP_FAT GO:0002495

Antigen Processing And Presentation Of Peptide Antigen Via MHC Class II

4.6880E-5 HLA-DOA, HLA-DMA, CD74, HLA-DRA 4/131 0.0732471

GOTERM_BP_FAT GO:0019886

Antigen Processing And Presentation Of Exogenous Peptide Antigen Via MHC Class II

4.6880E-5 HLA-DOA, HLA-DMA, CD74, HLA-DRA 4/131 0.073247

GOTERM_MF_FAT GO:0042287 MHC Protein Binding 7.5561E-5 HLA-DMB, HLA-DOB, HLA-DMA, CD74, HLA-DRA 5/121 0.097487

Antigen Processing And

8:1.3184

GOTERM_BP_FAT GO:0002478

GOTERM_BP_FAT GO:0019884

Presentation Of Exogenous

Peptide Antigen

Antigen Processing And Presentation Of Exogenous Antigen

1.3523E-4 HLA-DOA, HLA-DMA, CD74, HLA-DRA 4/131 0.211164

2.9211E-4 HLA-DOA, HLA-DMA, CD74, HLA-DRA 4/131 0.455582

GOTERM_BP_FAT GO:0048002 Antigen Processing And

Presentation Of Peptide Antigen

GOTERM_BP_FAT GO:0045619 Regulation Of Lymphocyte

Differentiation

0,0023830 HLA-DOA, HLA-DMA, CD74, HLA-DRA 4/131 3.660411

0,00313023 INHBA, IL7, HLA-DOA, HLA-DMA, CD74 5/131 4.7819766

GOTERM_CC_FAT GO:0005773 Vacuole 0,00636453 CTSZ, GAA, HLA-DMB, ATP6V0A4, HLA-DOB, HLA-DMA, CD74, HLA-DRA

GOTERM_CC_FAT GO:0000323 Lytic Vacuole 0,01016816 CTSZ, GAA, HLA-DMB, HLA-DOB, HLA-DMA, CD74, HLA-DRA

GOTERM_CC_FAT GO:0005764 Lysosome 0,01016816 CTSZ, GAA, HLA-DMB, HLA-DOB, HLA-DMA, CD74, HLA-DRA

8/112 7.589919

7/112 11.86929

7/112 11.86929

**Upregulated G10 vs A7**

GOTERM_CC_FAT GO:0042613 MHC Class II Protein Complex 4.8697E-18

HLA-DQB1, HLA-DRB3, HLA-DRB5, HLA-DPA1, HLA-DPB1, HLA-DMB, HLA-DOA, HLA-DQA2, HLA-DOB, HLA-DMA, HLA-DQA1, HLA-DRA

12/77 5.886E-15

KEGG_PATHWAY hsa05310 Asthma 1.8511E-17

Antigen Processing And

HLA-DQB1, HLA-DRB3, HLA-DRB5, HLA-DPA1, HLA-DPB1, HLA-DMB, HLA-DOA, HLA-DQA2, HLA-DOB, HLA-DMA, HLA-DQA1, HLA-DRA

HLA-DQB1, HLA-DRB3, HLA-DMB, HLA-DMA,

12/38 1.758E-14

GOTERM_BP_FAT GO:0002504

Presentation Of Peptide Or Polysaccharide Antigen Via MHC Class II

2.3871E-17

HLA-DQA2, HLA-DQA1, CD74, HLA-DRB5, HLA- DPA1, HLA-DPB1, HLA-DOA, HLA-DOB, HLA- DRA

13/116 3.745E-14

KEGG_PATHWAY hsa05330 Allograft Rejection 3.1005E-16

HLA-DQB1, HLA-DRB3, HLA-DRB5, HLA-DPA1, HLA-DPB1, HLA-DMB, HLA-DOA, HLA-DQA2, HLA-DOB, HLA-DMA, HLA-DQA1, HLA-DRA

12/38 3.108E-13

KEGG_PATHWAY hsa05332 Graft-Versus-Host Disease 8.5166E-16

HLA-DQB1, HLA-DRB3, HLA-DRB5, HLA-DPA1, HLA-DPB1, HLA-DMB, HLA-DOA, HLA-DQA2, HLA-DOB, HLA-DMA, HLA-DQA1, HLA-DRA

12/38 8.437E-13

KEGG_PATHWAY hsa04940 Type I Diabetes Mellitus 2.1416E-15

HLA-DQB1, HLA-DRB3, HLA-DRB5, HLA-DPA1, HLA-DPB1, HLA-DMB, HLA-DOA, HLA-DQA2, HLA-DOB, HLA-DMA, HLA-DQA1, HLA-DRA

12/38 1.998E-12

GOTERM_MF_FAT GO:0032395 MHC Class II Receptor Activity 1.1731E-14

HLA-DQB1, HLA-DRB3, HLA-DPA1, HLA-DPB1, HLA-DOA, HLA-DQA2, HLA-DOB, HLA-DMA, HLA- DQA1, HLA-DRA

10/109 1.507E-11

KEGG_PATHWAY hsa04672 Intestinal Immune Network For

1.4280E-14

IgA Production

HLA-DQB1, HLA-DRB3, HLA-DRB5, HLA-DPA1, HLA-DPB1, HLA-DMB, HLA-DOA, HLA-DQA2, HLA-DOB, HLA-DMA, HLA-DQA1, HLA-DRA

12/38 1.360E-11

1:12.2765

GOTERM_CC_FAT GO:0042611 MHC Protein Complex 2.2948E-14

KEGG_PATHWAY hsa05320 Autoimmune Thyroid Disease 2.3188E-14

HLA-DQB1, HLA-DRB3, HLA-DRB5, HLA-DPA1, HLA-DPB1, HLA-DMB, HLA-DOA, HLA-DQA2, HLA-DOB, HLA-DMA, HLA-DQA1, HLA-DRA

HLA-DQB1, HLA-DRB3, HLA-DRB5, HLA-DPA1, HLA-DPB1, HLA-DMB, HLA-DOA, HLA-DQA2, HLA-DOB, HLA-DMA, HLA-DQA1, HLA-DRA

12/77 2.777E-11

12/38 2.203E-11

KEGG_PATHWAY hsa04612 Antigen Processing And

2.1039E-13

Presentation

HLA-DQB1, HLA-DRB3, HLA-DMB, HLA-DMA, HLA-DQA2, HLA-DQA1, CD74, HLA-DRB5, HLA- DPA1, HLA-DPB1, HLA-DOA, HLA-DOB, HLA- DRA

13/38 1.998E-10

KEGG_PATHWAY hsa05416 Viral Myocarditis 1.1317E-12

HLA-DQB1, HLA-DRB3, HLA-DRB5, HLA-DPA1, HLA-DPB1, HLA-DMB, HLA-DOA, HLA-DQA2, HLA-DOB, HLA-DMA, HLA-DQA1, HLA-DRA

12/38 1.0749E-9

KEGG_PATHWAY hsa04514 Cell Adhesion Molecules (CAMs) 2.8130E-12

HLA-DQB1, HLA-DRB3, HLA-DMB, HLA-DMA, HLA-DQA2, HLA-DQA1, NRCAM, NCAM2, HLA- DRB5, HLA-DPA1, HLA-DPB1, HLA-DOA, HLA- DOB, HLA-DRA

HLA-DQB1, HLA-DRB3, HLA-DMB, HLA-DMA,

14/38 2.6719E-9

GOTERM_BP_FAT GO:0019882 Antigen Processing And

Presentation

4.6336E-12

HLA-DQA2, HLA-DQA1, CD74, HLA-DRB5, HLA- DPA1, HLA-DPB1, HLA-DOA, HLA-DOB, HLA- DRA

13/116 7.2703E-9

KEGG_PATHWAY hsa05322 Systemic Lupus Erythematosus 4.8758E-11

HLA-DQB1, HLA-DRB3, HLA-DRB5, HLA-DPA1, HLA-DPB1, HLA-DMB, HLA-DOA, HLA-DQA2, HLA-DOB, HLA-DMA, HLA-DQA1, HLA-DRA

12/38 4.6312E-8

REACTOME_PATH

WAY REACT_6900 Signaling In Immune System 9.6269E-8

GOTERM_BP_FAT GO:0006955 Immune Response 7.3291E-4

UP_TISSUE Blood 0,00910

GOTERM_CC_FAT GO:0044459 Plasma Membrane Part 5.0391E-9

HLA-DQB1, HLA-DRB3, HLA-DMB, PTEN, HLA- DMA, HLA-DQA2, HLA-DQA1, HLA-DRB5, RIPK2, HLA-DPA1, HLA-DPB1, HLA-DOA, HLA-DOB, PTENP1, HLA-DRA

HLA-DQB1, HLA-DRB3, HLA-DMB, HLA-DMA, HLA-DQA2, HLA-DQA1, CD74, IL31RA, HLA- DRB5, SEMA3C, HLA-DPA1, HLA-DPB1, ODZ1, HLA-DOA, HLA-DOB, HLA-DRA

HLA-DQB1, CTSZ, GYPE, HLA-DRB3, HLA- DRB5, HLA-DPB1, HLA-DMB, SLC14A1, HLA- DQA2, EMP1, HLA-DQA1, HLA-DRA

HLA-DQB1, SLC5A3, COPZ2, GYPE, HLA-DRB3, LPAR4, HLA-DMB, GPRC5A, HLA-DMA, CD74, STARD13, NRCAM, FAT1, HLA-DRB5, HLA- DPB1, PLA2R1, ODZ1, HLA-DOA, HLA-DOB, FLRT3, MYO6, MPDZ, PCDHB3, MFI2, AXL, HLA-

DQA2, HLA-DQA1, P2RX5, CDH13, CHRM3, HLA- DPA1, SGCE, TM4SF1, SLC14A1, DST, HLA-

DRA

14/29 6.9703E-5

16/116 1.143776

12/133 9.701379

36/77 6.0911E-6

|  | | | | HLA-DQB1, SLC5A3, COPZ2, GYPE, AP1G2, |  | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | HLA-DRB3, APH1B, LPAR4, HLA-DMB, GPRC5A, |  |  |
|  |  |  |  | HLA-DMA, CD74, STARD13, IL31RA, NRCAM, |  |  |
| GOTERM_CC_FAT | GO:0005886 | Plasma Membrane | 2.4417E-6 | FAT1, HLA-DRB5, HLA-DPB1, PLA2R1, HLA- DOA, ODZ1, HLA-DOB, FLRT3, MYO6, MPDZ, | 43/77 | 0.002951 |
|  | | | | PCDHB3, MFI2, AXL, HLA-DQA2, FLNA, HLA- |  |  |
|  |  |  |  | DQA1, P2RX5, NCAM2, CDH13, CHRM3, |  |  |
|  |  |  |  | CXORF61, HLA-DPA1, SGCE, TM4SF1, |  |  |
|  |  |  |  | SLC14A1, DST, EMP1, HLA-DRA |  |  |

2:5.062

GOTERM_CC_FAT GO:0005887 Integral To Plasma Membrane 3.5784E-6

GOTERM_CC_FAT GO:0031226 Intrinsic To Plasma Membrane 5.1066E-6

FLRT3, SLC5A3, GYPE, HLA-DRB3, PCDHB3, MFI2, LPAR4, AXL, GPRC5A, HLA-DQA2, HLA- DQA1, NRCAM, P2RX5, CHRM3, FAT1, HLA- DPA1, SGCE, TM4SF1, SLC14A1, PLA2R1, ODZ1, HLA-DRA

FLRT3, SLC5A3, GYPE, HLA-DRB3, PCDHB3, MFI2, LPAR4, AXL, GPRC5A, HLA-DQA2, HLA- DQA1, NRCAM, P2RX5, CHRM3, FAT1, HLA- DPA1, SGCE, TM4SF1, SLC14A1, PLA2R1, ODZ1, HLA-DRA

22/77 0.004325

22/77 0.0061726

GOTERM_CC_FAT GO:0016021 Integral To Membrane 0,00130329

HLA-DQB1, SLC5A3, DCC, GYPE, HLA-DRB3, PTPLAD2, APH1B, LPAR4, HLA-DMB, GPRC5A, HLA-DMA, CD74, IL31RA, NRCAM, TMEM108, FAT1, SLC4A8, HLA-DRB5, NALCN, UNC5C, HLA- DPB1, PLA2R1, HLA-DOA, SLCO5A1, ODZ1,

HLA-DOB, FLRT3, PCDHB3, MFI2, MXRA7, AXL, EDA2R, HLA-DQA2, HLA-DQA1, P2RX5, NCAM2, CHRM3, PLEKHH2, CXORF61, HLA-DPA1,

SGCE, TM4SF1, SLC14A1, SLITRK6, EMP1, HLA- DRA

46/77 1.564049

GOTERM_CC_FAT GO:0031224 Intrinsic To Membrane 0,00144887

HLA-DQB1, SLC5A3, DCC, GYPE, HLA-DRB3, PTPLAD2, APH1B, LPAR4, HLA-DMB, GPRC5A, HLA-DMA, CD74, IL31RA, NRCAM, TMEM108, FAT1, SLC4A8, HLA-DRB5, NALCN, UNC5C, HLA DPB1, PLA2R1, HLA-DOA, SLCO5A1, ODZ1,

HLA-DOB, FLRT3, PCDHB3, MFI2, MXRA7, AXL, EDA2R, HLA-DQA2, HLA-DQA1, P2RX5, NCAM2, CDH13, CHRM3, PLEKHH2, CXORF61, HLA- DPA1, SGCE, TM4SF1, SLC14A1, SLITRK6, EMP1, HLA-DRA

47/77 1.737360

GOTERM_BP_FAT GO:0006355 Regulation Of Transcription, DNA- Dependent

2.6116E-6

ZNF808, ZNF85, ZNF582, ZNF83, ZNF583, ZNF558, HDX, HOXD10, IL31RA, ZNF709, ZFP90, ZNF737, ZNF404, ZNF286A, MEIS3P1, RUNX1, ZNF420, ZNF607, ZNF724P, ALX1, ZNF528, MYO6, ZNF542, ZNF284, ZFP30, ZNF790, ZNF221, ZFP28, INHBA, ZNF197, TGIF1, TFAP2A, ZSCAN16, ZNF571, ZNF573

35/116 0.004097

GOTERM_BP_FAT GO:0045449 Regulation Of Transcription 3.9151E-6

ZNF808, ZNF85, ZNF582, ZNF83, ZNF583, ZNF558, ZNF781, HDX, HOXD10, IL31RA, ZNF709, ZFP90, ZNF737, ZNF404, ZNF329, ZNF286A, MEIS3P1, ZNF607, RUNX1, ZNF420, ZNF724P, ALX1, ZNF528, KHDRBS3, MYO6, ZNF542, ZNF284, SNAPC1, ZFP30, ZNF790, EDA2R, ZNF521, ZNF221, ZFP28, FLNA, INHBA, ZNF197, BTG1, TGIF1, RIPK2, TFAP2A, ZSCAN16, ZNF571, ZNF573

44/116 0.0061427

3:3.4348

GOTERM_BP_FAT GO:0051252 Regulation Of RNA Metabolic

4.3136E-6

Process

ZNF808, ZNF85, ZNF582, ZNF83, ZNF583, ZNF558, HDX, HOXD10, IL31RA, ZNF709, ZFP90, ZNF737, ZNF404, ZNF286A, MEIS3P1, RUNX1, ZNF420, ZNF607, ZNF724P, ALX1, ZNF528, MYO6, ZNF542, ZNF284, ZFP30, ZNF790, ZNF221, ZFP28, INHBA, ZNF197, TGIF1, TFAP2A, ZSCAN16, ZNF571, ZNF573

35/116 0.006767

GOTERM_MF_FAT GO:0003677 DNA Binding 1.9807E-4

GOTERM_BP_FAT GO:0006350 Transcription 5.2216E-4

GOTERM_MF_FAT GO:0008270 Zinc Ion Binding 8.2350E-4

ZNF808, ZNF85, ZNF582, ZNF83, ZNF583, ZNF558, ZNF781, HDX, HOXD10, ZNF709, ZFP90, ZNF737, ZNF404, ZNF329, ZNF286A, MEIS3P1, RUNX1, ZNF420, ZNF607, ZNF724P, ALX1, ZNF528, ZNF542, ZNF284, SNAPC1, ZFP30, ZNF790, ZNF521, ZNF221, ZFP28, ZNF197, TGIF1, TFAP2A, ZSCAN16, ZNF571, ZNF573

ZNF808, ZNF85, ZNF582, ZNF83, ZNF583, ZNF558, ZNF781, HOXD10, ZNF709, ZFP90, ZNF404, ZNF329, ZNF286A, RUNX1, ZNF420, ZNF607, ALX1, ZNF528, KHDRBS3, ZNF542, ZNF284, SNAPC1, ZFP30, ZNF790, ZNF521, ZNF221, ZFP28, ZNF197, TGIF1, TFAP2A, ZSCAN16, ZNF571, ZNF573

ZNF808, ZNF85, ZNF582, ZNF83, RNF17, ZNF583, ZNF558, ZNF781, SOBP, ZNF709, ZFP90, ZNF737, ZNF404, ZNF329, ZNF286A, ZNF420, ZNF607, ZNF724P, DCTD, ZNF528, ADARB1, ZNF542, ZNF284, ZFP30, MFI2, ZNF790, ZNF521, ZNF221, ZFP28, ZNF197, CA8, ZSCAN16, ZNF571, ZNF573

36/109 0.253473

33/116 0.816149

34/109 1.049918

GOTERM_CC_FAT GO:0042825 TAP complex 6.9506E-6 HLA-DMB, HLA-DOB, HLA-DMA, HLA-DRA 4/77 0.008401

MHC class I peptide loading

GOTERM_CC_FAT GO:0042824

complex 1.6539E-5 HLA-DMB, HLA-DOB, HLA-DMA, HLA-DRA 4/77 0.019990

|  | GOTERM_BP_FAT | GO:0002495 | Antigen Processing And  Presentation of peptide antigen | 3.2489E-5 | HLA-DOA, HLA-DMA, CD74, HLA-DRA | 4/116 | 0.050964 |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | via MHC class II |  |  |  |  |
|  |  |  | Antigen Processing And |  |  |  |  |
|  | GOTERM_BP_FAT | GO:0019886 | Presentation Of Exogenous | 3.2489E-5 | HLA-DOA, HLA-DMA, CD74, HLA-DRA | 4/116 | 0.050964 |
|  |  |  | Peptide Antigen Via MHC Class II |  |  |  |  |
|  | GOTERM_MF_FAT | GO:0042287 | MHC Protein Binding | 5.0068E-5 | HLA-DMB, HLA-DOB, HLA-DMA, CD74, HLA-DRA | 5/109 | 0.064126 |
| 4:2.0666 | GOTERM_BP_FAT | GO:0002478 | Antigen Processing And  Presentation Of Exogenous | 9.3959E-5 | HLA-DOA, HLA-DMA, CD74, HLA-DRA | 4/116 | 0.147321 |
|  |  |  | Peptide Antigen |  |  |  |  |
|  |  |  | Antigen Processing And |  |  |  |  |
|  | GOTERM_BP_FAT | GO:0019884 | Presentation Of Exogenous | 2.0345E-4 | HLA-DOA, HLA-DMA, CD74, HLA-DRA | 4/116 | 0.318745 |
|  |  |  | Peptide Antigen |  |  |  |  |
|  | GOTERM_MF_FAT | GO:0042288 | MHC Class I Protein Binding | 2.8972E-4 | HLA-DMB, HLA-DOB, HLA-DMA, HLA-DRA | 4/109 | 0.370550 |
|  | GOTERM_BP_FAT | GO:0048002 | Antigen Processing And  Presentation of peptide antigen | 0,00167908 | HLA-DOA, HLA-DMA, CD74, HLA-DRA | 4/116 | 2.602252 |
|  | GOTERM_CC_FAT | GO:0000323 | Lytic Vacuole | 0,00836888 | CTSZ, HLA-DMB, HLA-DOB, HLA-DMA, CD74, HLA-DRA | 6/77 | 9.659692 |
|  | GOTERM_CC_FAT | GO:0005764 | Lysosome | 0,00836888 | CTSZ, HLA-DMB, HLA-DOB, HLA-DMA, CD74, HLA-DRA | 6/77 | 9.659692 |
|  | GOTERM_BP_FAT | GO:0030030 | Cell Projection Organization | 2.9488E-4 | DCC, DNM3, MYO6, KIF5C, PTEN, NRCAM, CDH13, NCAM2, CAPG, UNC5C, SLITRK6, DST, PTENP1 | 12/116 | 0.461677 |
|  | GOTERM_CC_FAT | GO:0043005 | Neuron Projection | 9.3660E-4 | NRCAM, DCC, DNM3, NCAM2, CDH13, MYO6, CHRM3, MPDZ, KIF5C | 9/77 | 1.126277 |
|  | GOTERM_BP_FAT | GO:0031175 | Neuron Projection Development | 0,00152647 | NRCAM, DCC, NCAM2, MYO6, KIF5C, UNC5C, SLITRK6, DST, PTEN, PTENP1 | 9/116 | 2.368365 |
| 5:1.8441 | GOTERM_BP_FAT | GO:0048666 | Neuron Development | 0,00240002 | NRCAM, DCC, NCAM2, MYO6, KIF5C, UNC5C, SLITRK6, DST, PTEN, HOXD10, PTENP1 | 10/116 | 3.699980 |
|  | GOTERM_BP_FAT | GO:0007409 | Axonogenesis | 0,00607524 | NRCAM, DCC, NCAM2, KIF5C, UNC5C, SLITRK6, DST | 7/116 | 9.118297 |
|  | GOTERM_BP_FAT | GO:0048667 | Cell Morphogenesis Involved In  Neuron Differentiation | 0,00884172 | NRCAM, DCC, NCAM2, KIF5C, UNC5C, SLITRK6, DST | 7/116 | 13.007111 |
|  | GOTERM_BP_FAT | GO:0048812 | Neuron Projection Morphogenesis | 0,00965496 | NRCAM, DCC, NCAM2, KIF5C, UNC5C, SLITRK6, DST | 7/116 | 14.120289 |
| 6:1.4812 | GOTERM_BP_FAT | GO:0007416 | Synaptogenesis | 0,00248024 | NRCAM, DNM3, MYO6, PCDHB3 | 4/116 | 3.8214112 |

| GOTERM_BP_FAT | GO:0002495 | Antigen Processing And  Presentation Of Peptide Antigen | 3.2489E-5 | HLA-DOA, HLA-DMA, CD74, HLA-DRA | 4/116 | 0.0509643 |
| --- | --- | --- | --- | --- | --- | --- |
|  |  | Via MHC Class II |  |  |  |  |
|  |  | Antigen Processing And |  |  |  |  |
| GOTERM_BP_FAT | GO:0019886 | Presentation Of Exogenous | 3.2489E-5 | HLA-DOA, HLA-DMA, CD74, HLA-DRA | 4/116 | 0.0509643 |
|  |  | Peptide Antigen Via MHC Class II |  |  |  |  |
|  |  | Antigen Processing And |  |  |  |  |
| GOTERM_BP_FAT | GO:0002478 | Presentation Of Exogenous | 9.3959E-5 | HLA-DOA, HLA-DMA, CD74, HLA-DRA | 4/116 | 0.1473216 |
| 7:1.4547 |  | Peptide Antigen |  |  |  |  |
|  |  | Antigen Processing And |  |  |  |  |
| GOTERM_BP_FAT | GO:0019884 | Presentation Of Exogenous | 2.0345E-4 | HLA-DOA, HLA-DMA, CD74, HLA-DRA | 4/116 | 0.3187454 |
|  |  | Antigen |  |  |  |  |
| GOTERM_BP_FAT | GO:0048002 | Antigen Processing And  Presentation Of Peptide Antigen | 0,00167909 | HLA-DOA, HLA-DMA, CD74, HLA-DRA | 4/116 | 2.602252 |
| **Downregulated G10 vs Control** |  |  |  |  |  |  |
|  |  |  |  | **MTSS1**, PDGFA, FSCN1, CSPG4, TAC1, RDX,  SDC3, NCAM1, PROM1, CTTNBP2, SEMA6A,  SLC1A3, TIAM2, BACE1, NEFH, ROBO2, LRP2,  CACNA1C |  |  |
| GOTERM_CC_FAT | GO:0042995 | Cell Projection | 3,5968E-4 |  | 18/124 | 0.452416 |
| 2:2.6823 |  |  |  |  |  |  |
| GOTERM_CC_FAT | GO:0030424 | Axon | 0,00434 | NCAM1, SEMA6A, BACE1, NEFH, TAC1,  ROBO2, SDC3 | 7/124 | 5.329076 |
| GOTERM_CC_FAT | GO:0043005 | Neuron Projection | 0,00575 | NCAM1, SEMA6A, SLC1A3, TIAM2, BACE1, NEFH, TAC1, ROBO2, CACNA1C, SDC3 | 10/124 | 7.0147288 |
| GOTERM_BP_FAT | GO:0000904 | Cell Morphogenesis Involved In  Differentiation | 0,00387 | SLITRK2, SEMA5A, SLITRK1, SEMA6A, SLC1A3, EFNA5, ROBO2, EPHB2, FN1 | 9/141 | 6.075256 |
| GOTERM_BP_FAT  4:1.7671 | GO:0048667 | Cell Morphogenesis Involved In  Neuron Differentiation | 0,00605 | SLITRK2, SEMA5A, SLITRK1, SEMA6A, SLC1A3, EFNA5, ROBO2, EPHB2 | 8/141 | 9.345023 |
| KEGG_PATHWAY | hsa04360 | Axon Guidance | 0,00668 | SEMA5A, SEMA6A, PLXNA2, EFNB2, EFNA5,  ROBO2, EPHB2 | 7/68 | 7.042549 |
| GOTERM_BP_FAT | GO:0048666 | Neuron Development | 0,00870 | SLITRK2, LIF, SEMA5A, SLITRK1, SEMA6A, SLC1A3, EFNA5, ROBO2, LHX8, EPHB2 | 10/14 | 13.174477 |
| 5:1.5411 KEGG_PATHWAY | hsa04810 | Regulation Of Actin Cytoskeleton | 0,00184 | TIAM2, **TIAM1**, PDGFA, DIAPH3, ITGA11, IQGAP2, ITGA10, TMSB4X, RDX, FN1 | 10/68 | 1.9905308 |
| 6:1.399 GOTERM_BP_FAT | GO:0006928 | Cell Motion | 0,00382 | **MTSS1**, PLXNA2, ITGA11, KITLG, EPHB2, SEMA5A, SEMA6A, CTTNBP2, ROBO2, EFNA5, PPAP2B, TWIST1, FN1 | 13/141 | 6.006306 |
| 19:0.8053 GOTERM_MF_FAT | GO:0003779 | Actin Binding | 0,00667 | CORO2B, DIXDC1, **MTSS1**, MYO10, DIAPH3, ENC1, FSCN1, IQGAP2, TMSB4X, RDX | 10/135 | 8.724749 |

**Downregulated G10 vs A7**

GOTERM_CC_FAT GO:0042995 Cell Projection 2.7223E-4

1:2.5497

**MTSS1**, TRPM6, SWAP70, FSCN1, **UCHL1**, CSPG4, RDX, APBB1IP, SDC3, NCAM1, PROM1, PCSK1, SEMA6A, CTTN, SLC1A3, ROBO2, SLC38A1, LRP2, MERTK, THEM4, APBB1, NEFL, LCP1, NMU

24/191 0.360143

GOTERM_CC_FAT GO:0030424 Axon 0,00258579 NCAM1, SEMA6A, PCSK1, **UCHL1**, ROBO2, SLC38A1, NEFL, NMU, SDC3

9/191 3.3727559

6:1.5123

GOTERM_BP_FAT GO:0000904 Cell Morphogenesis Involved In

0,0030477

Differentiation

GOTERM_BP_FAT GO:0048667 Cell Morphogenesis Involved In

0,00355102

Neuron Differentiation

SLITRK2, SEMA5A, SLITRK1, SEMA6A, SLC1A3,

**UCHL1**, EFNA5, ROBO2, NEFL, APBB1, FN1 11/198 4.922540

SLITRK2, SEMA5A, SLITRK1, SEMA6A, SLC1A3,

**UCHL1**, EFNA5, ROBO2, NEFL, APBB1 10/198 5.713249

GOTERM_BP_FAT GO:0007409 Axonogenesis 0,00736447 SLITRK2, SEMA5A, SLITRK1, SEMA6A, **UCHL1**, EFNA5, ROBO2, NEFL, APBB1

9/198 11.50646

a Complete gene titles within each process are detailed in Table S2

# Supplementary material for: Reprogramming human A375 amelanotic melanoma cells by catalase overexpression: Upregulation of antioxidant genes correlates with regression of melanoma malignancy and with malignant progression when downregulated
**Source:** Oncotarget. 2016 May 10;7(27):41154–71. doi: 10.18632/oncotarget.9273
**Supplement:** Supplementary file 3

**Table S2.** Significant processes obtained after DAVID analysis with their corresponding gene symbols and gene titles.

**Gene Symbol Gene Title**

**Upregulated A7 vs Control**

GO:0007155 **Cell Adhesion**

LAMA2 Laminin, Alpha 2

CDH7 Cadherin 7, Type 2

LAMB3 Laminin, Beta 3

PCDHB8 Protocadherin Beta 8

PCDHB5 Protocadherin Beta 5

MAGI1 Membrane Associated Guanylate Kinase, WW And PDZ Domain Containing 1

CNTN1 Contactin 1

CNTN3 Contactin 3 (Plasmacytoma Associated)

ENTPD1 Ectonucleoside Triphosphate Diphosphohydrolase 1

MEGF10 Multiple EGF-Like-Domains 10

SYK Spleen Tyrosine Kinase

GO:0022610 **Biological Adhesion**

LAMA2 Laminin, Alpha 2

CDH7 Cadherin 7, Type 2

LAMB3 Laminin, Beta 3

PCDHB8 Protocadherin Beta 8

PCDHB5 Protocadherin Beta 5

MAGI1 Membrane Associated Guanylate Kinase, WW And PDZ Domain Containing 1

CNTN1 Contactin 1

CNTN3 Contactin 3 (Plasmacytoma Associated)

ENTPD1

Ectonucleoside Triphosphate Diphosphohydrolase 1

MEGF10 Multiple EGF-Like-Domains 10

SYK Spleen Tyrosine Kinase

GO:0005604 **Basement Membrane**

LAMA2 Laminin, Alpha 2

LAMB3 Laminin, Beta 3

CCDC80 Coiled-Coil Domain Containing 80

ENTPD1 Ectonucleoside Triphosphate Diphosphohydrolase 1

GO:0007267 **Cell-Cell Signaling**

PCSK1 Proprotein Convertase Subtilisin/Kexin Type 1

SLC17A6

Solute Carrier Family 17 (Vesicular Glutamate Transporter), Member 6

PCDHB5 Protocadherin Beta 5

IL7 Interleukin 7

FGF14 Fibroblast Growth Factor 14

MAOA Monoamine Oxidase A

MME Membrane Metallo-Endopeptidase

CHRNA6 Cholinergic Receptor, Nicotinic, Alpha 6 (Neuronal) AMPH Amphiphysin

SYK Spleen Tyrosine Kinase

**Upregulated G10 vs Control**

HLA-DPA1 Major Histocompatibility Complex, Class II, DP Alpha 1

HLA-DPB1 Major Histocompatibility Complex, Class II, DP Beta 1

HLA-DMB Major Histocompatibility Complex, Class II, DM Beta HLA-DOA Major Histocompatibility Complex, Class II, DO Alpha HLA-DQA2 Major Histocompatibility Complex, Class II, DQ Alpha 2

HLA-DOB Major Histocompatibility Complex, Class II, DO Beta

HLA-DMA Major Histocompatibility Complex, Class II, DM Alpha

HLA-DQA1 Major Histocompatibility Complex, Class II, DQ Alpha 1

GO:0002504

**Antigen Processing And Presentation Of Peptide Or Polysaccharide Antigen Via MHC Class II**

HLA-DQB1 Major Histocompatibility Complex, Class II, DQ Beta 1

HLA-DRB3 Major Histocompatibility Complex, Class II, DR Beta 3

HLA-DMB Major Histocompatibility Complex, Class II, DM Beta HLA-DMA Major Histocompatibility Complex, Class II, DM Alpha HLA-DQA2 Major Histocompatibility Complex, Class II, DQ Alpha 2

HLA-DQA1 Major Histocompatibility Complex, Class II, DQ Alpha 1

CD74 CD74 Molecule, Major Histocompatibility Complex, Class II Invariant Chain

HLA-DRB5 Major Histocompatibility Complex, Class II, DR Beta 5

HLA-DPA1 Major Histocompatibility Complex, Class II, DP Alpha 1

HLA-DPB1 Major Histocompatibility Complex, Class II, DP Beta 1

HLA-DOA Major Histocompatibility Complex, Class II, DO Alpha HLA-DOB Major Histocompatibility Complex, Class II, DO Beta HLA-DRA Major Histocompatibility Complex, Class II, DR Alpha

GO:0042613 **MHC Class II Protein Complex**

HLA-DQB1 Major Histocompatibility Complex, Class II, DQ Beta 1

HLA-DRB3 Major Histocompatibility Complex, Class II, DR Beta 3

HLA-DRB5 Major Histocompatibility Complex, Class II, DR Beta 5

HLA-DPA1 Major Histocompatibility Complex, Class II, DP Alpha 1

HLA-DPB1 Major Histocompatibility Complex, Class II, DP Beta 1

HLA-DMB Major Histocompatibility Complex, Class II, DM Beta HLA-DOA Major Histocompatibility Complex, Class II, DO Alpha HLA-DQA2 Major Histocompatibility Complex, Class II, DQ Alpha 2

HLA-DOB Major Histocompatibility Complex, Class II, DO Beta HLA-DMA Major Histocompatibility Complex, Class II, DM Alpha HLA-DQA1 Major Histocompatibility Complex, Class II, DQ Alpha 1

HLA-DRA Major Histocompatibility Complex, Class II, DR Alpha hsa05330 **Allograft Rejection**

HLA-DQB1 Major Histocompatibility Complex, Class II, DQ Beta 1

HLA-DRB3 Major Histocompatibility Complex, Class II, DR Beta 3

HLA-DRB5 Major Histocompatibility Complex, Class II, DR Beta 5

HLA-DPA1 Major Histocompatibility Complex, Class II, DP Alpha 1

HLA-DPB1 Major Histocompatibility Complex, Class II, DP Beta 1

HLA-DMB Major Histocompatibility Complex, Class II, DM Beta HLA-DOA Major Histocompatibility Complex, Class II, DO Alpha HLA-DQA2 Major Histocompatibility Complex, Class II, DQ Alpha 2

HLA-DOB Major Histocompatibility Complex, Class II, DO Beta HLA-DMA Major Histocompatibility Complex, Class II, DM Alpha HLA-DQA1 Major Histocompatibility Complex, Class II, DQ Alpha 1

HLA-DRA Major Histocompatibility Complex, Class II, DR Alpha hsa05332 **Graft-Versus-Host Disease**

HLA-DQB1 Major Histocompatibility Complex, Class II, DQ Beta 1

HLA-DRB3 Major Histocompatibility Complex, Class II, DR Beta 3

HLA-DRB5 Major Histocompatibility Complex, Class II, DR Beta 5

HLA-DPA1 Major Histocompatibility Complex, Class II, DP Alpha 1

HLA-DPB1 Major Histocompatibility Complex, Class II, DP Beta 1

HLA-DMB Major Histocompatibility Complex, Class II, DM Beta HLA-DOA Major Histocompatibility Complex, Class II, DO Alpha HLA-DQA2 Major Histocompatibility Complex, Class II, DQ Alpha 2

HLA-DOB Major Histocompatibility Complex, Class II, DO Beta HLA-DMA Major Histocompatibility Complex, Class II, DM Alpha HLA-DQA1 Major Histocompatibility Complex, Class II, DQ Alpha 1

HLA-DRA Major Histocompatibility Complex, Class II, DR Alpha hsa04940 **Type I Diabetes Mellitus**

HLA-DQB1 Major Histocompatibility Complex, Class II, DQ Beta 1

HLA-DRB3 Major Histocompatibility Complex, Class II, DR Beta 3

HLA-DRB5 Major Histocompatibility Complex, Class II, DR Beta 5

HLA-DPA1 Major Histocompatibility Complex, Class II, DP Alpha 1

HLA-DPB1 Major Histocompatibility Complex, Class II, DP Beta 1

HLA-DMB Major Histocompatibility Complex, Class II, DM Beta HLA-DOA Major Histocompatibility Complex, Class II, DO Alpha HLA-DQA2 Major Histocompatibility Complex, Class II, DQ Alpha 2

HLA-DOB Major Histocompatibility Complex, Class II, DO Beta HLA-DMA Major Histocompatibility Complex, Class II, DM Alpha HLA-DQA1 Major Histocompatibility Complex, Class II, DQ Alpha 1

HLA-DRA Major Histocompatibility Complex, Class II, DR Alpha

GO:0032395 **MHC Class II Receptor Activity**

HLA-DQB1 Major Histocompatibility Complex, Class II, DQ Beta 1

How the deposited data were processed for this re-analysis (not part of the article)

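RNA of 4 groups was measured on Affymetrix Human Gene 1.0 ST arrays: A375 cells, PCDNA3 cells, which are A375 cells with the empty vector, and the catalase-transfected clones A7 and G10. Each group had 4 arrays, which the paper states to be biological replicates, and all 16 arrays were used. The authors background-corrected, normalized and summarized the probes with RMA, and the deposited values are log2 intensities of 33297 transcript clusters. The versions of RMA and limma that the authors used are not given in the sources used here. No step of the authors was repeated, and the probe-level data were not analysed here. Array medians, from 5.85 to 5.97, showed 1 common scale.

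Transcript clusters were tied to genes by the array's annotation. Of the clusters, 19460 carried 1 gene symbol, 1754 carried several and 12083 carried none. All clusters were tested, but genes were named only from clusters with 1 symbol, because a cluster with several symbols cannot be assigned to 1 gene. This left HLA-DRA, PMP22, TXNRD3 and some listed genes without a value here. Of the 18417 genes with such a cluster, 769 had more than 1, and the lists used the cluster with the highest mean over the 16 arrays. Where other clusters of a named gene differed in call, this is said.

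The values were analysed in R 4.3.3 with limma 3.58.1 and matrixStats 1.5.0, and tables and plots were made in Python 3.11.15 with pandas 2.3.3. A linear model with 1 mean per group was fitted by lmFit, and eBayes moderated the variances with 3.57 prior degrees of freedom. The comparisons were A7 and G10 against the average of the A375 and PCDNA3 means, G10 against A7, and PCDNA3 against A375. p values were adjusted by Benjamini and Hochberg over all clusters of a comparison. Clusters were counted at a log2 fold change of at least 2 with an adjusted p of 1e-04 or less, as in the legend of Figure 1. The paper does not say whether its p was adjusted. For single genes and lists an adjusted p of 0.05 was the limit, and a log2 fold change of 1 with an adjusted p under 0.001 was used for the functional classification. The clones share their controls, so the overlap and the correlation of their changes were also computed with split controls, and the correlation in 100 simulated unchanged groups.

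The 6 genes CAT, TYRP1, CNTN1, UCHL1, MTSS1 and TIAM1 were also tested by exact permutation tests, two-sided, with adjustment over the 24 tests. The study chose the genes other than CAT on these arrays. For the changes they were chosen for, the tests are therefore not independent evidence. Gene lists were tested with camera at an inter-gene correlation of 0.01, with camera at an estimated correlation and with fry, against the 18417 genes. There were 41 lists, among them the study's AOS network, given as 111 genes, whose printed list holds 103 different genes. Apart from this network, lists taken from the paper's text and tables were counted but not tested as sets, since the study chose them on these samples. The MHC class II list that was tested holds CIITA and the 9 measured genes of the study's own term, so its test is not independent of that choice. The 381 olfactory receptor clusters gave the level of unexpressed genes (95th percentile, 5.18). Where the mean of 1 side of a comparison lay below it, the change is given as at least the mean of the brighter side minus that of the dimmer side with each array raised to that level, with the measured difference beside it. No size is given where both sides lay below it. The procedure was tested on simulated data with 200 changed clusters per comparison. At the limits of Figure 1, changes of 3 log2 units were found for 100% of clusters in A7. The share was 99% in G10 and 96% in G10 vs A7. The G10 arrays varied more than the others, so the values for G10 may be too high.

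The lists, the comparisons, the limits, the alternatives and the rule for the named genes were fixed before the data were examined. The rule named every gene that the paper's results or discussion name as changed in A7 or G10, and CAT. It also named the 10 largest rises and 10 largest falls of each comparison among clusters with 1 symbol that passed the limits of Figure 1 with every array of the clone beyond every array compared with. From each list it named up to 4 members with the largest change at an adjusted p under 0.05. Values in the paper's tables were known when the rule was written. Further members of the study's own lists, and CIITA, were named after their values were seen.

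The alternatives were unadjusted p, an adjusted p limit of 0.001, a fold limit of 2, treat, only clusters with a gene symbol, only clusters above the olfactory receptor level, A375 cells or PCDNA3 cells alone as control, both pooled, only the arrays of the groups compared, a further quantile normalization, median centring, limma-trend, robust variances, array weights, a replicate block and leaving out each array in turn. For lists, the mean over a gene's clusters was also used. Neighboring genes were ordered by a human gene annotation (GRCh38.p14) and compared in overlapping windows of 50 genes with 1000 shuffled orders. The quantitative PCR, the protein and the cell culture results of the paper were not analysed here.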

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

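The test of a batch shared by replicates of 1 number and the 4 tests on CAT were chosen only after their results were seen. Single arrays were tested for distance from the other 3 of their group with Dixon's test, which by chance picks about 1 in 20 groups, and 4 of the 32 groups tested held such an array. These were CAT in A375 replicate 2 (9.03) and in PCDNA3 replicate 4 (8.71), CNTN1 in A375 replicate 4 (4.39) and UCHL1 in PCDNA3 replicate 2 (7.56).

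The change of CAT from the control differed between the clones, and the contrast of G10 with A7 was -0.75 (adjusted p = 0.00221 in limma). Exchanged labels of the clones cannot be told apart from this, since they would only turn the sign of the contrast, and the higher of both differences from the control, 0.371, does not bear on it. As labelled, UCHL1 was higher in A7 (9.38) than in G10 (6.10), and MTSS1 (5.40) and TIAM1 (5.69) were lower in G10 than in A7 (7.22 and 7.34), the directions the paper states from quantitative PCR on the same RNA, which was not analysed here. The normalization cannot be told apart either, since the scaling alternatives moved values that were already normalized by less than their error (difference of A7 at most 0.369). Signal at background or at saturation was argued against by the percentile of CAT among all clusters, 80.7. The 50 detected genes nearest to CAT had a median change of -0.28 in G10, below the lowest window of the shuffled orders (-0.241), with 30 called lower and 2 higher, while their median was -0.0032 in A7. A change of the chromosome segment around CAT in G10 is a candidate explanation of its lower level there, and whether the probes read the transfected cDNA stays open and was not tested.

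The G10 arrays varied more than those of the other groups, with pairwise r down to 0.9844. They fell into the pair of replicates 1 and 2 (r = 0.9941) and that of 3 and 4 (0.9918), with 0.9844 to 0.9871 across, and CNTN1 was at 7.60 and 7.79 in the former and 5.23 and 5.49 in the latter. The A7 arrays paired in the same way, at r = 0.994 for replicates 1 and 2 and 0.9949 for 3 and 4, with 0.9875 to 0.9926 across. The split is therefore not particular to G10. Its cause was not tested, nor was a batch shared by replicates 1 and 2 or by 3 and 4. A batch shared by replicates of 1 number was argued against by the median correlation of deviations of same-numbered arrays, 0.0678. Control cells in a G10 culture would move the higher and the lower clusters of that array towards the control together, but the smaller of both medians was at most 0.046 on any G10 array. Differences between the G10 cultures may remain as an explanation, and no biological explanation was tested.

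Runs of neighboring genes changed together, which the paper does not analyse. Windows of 50 genes were taken along the gene order and overlap (11747 windows over 12874 genes with gene families left out). Of these, 625 in A7 and 579 in G10 had a median beyond every shuffled order, against 0 between PCDNA3 and A375 cells. Because neighboring windows share genes, these are not counts of separate runs. In A7 the 188 genes from FBXO25 to PLAG1 had a median of 0.30 and the 298 genes from IKBKB to C8orf33 a median of -0.30, and in G10 the 100 genes from LINC01667 to PFKL had 0.43. Gene families that share probes were argued against, since 1204 overlapping windows remained without them. Gain or loss of chromosome segments could give such runs, in which a median of 77.2% of genes moved the same way, but it cannot be told apart from shared regulation because DNA was not measured.

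Other genes moved in opposite directions in both clones against the control. The contrast of G10 with A7 gives the size of these differences and is no further test, because genes chosen in this way differ between the clones. Lower in G10 than in A7 were CDCA7L (-6.03), MAGEC2 (-5.51), MAGEB2 (-3.92), SEMA5A (-3.75), LRRC17 (-3.73), RNASE1 (-3.57), HSPA2 (-3.41), UCHL1 (-3.29), WDR17 (-3.00), CPE (-2.60), GRAMD1B (-2.28) and GALNT3 (-2.22). Higher in G10 than in A7 were FMOD (5.47), LGALS8 (4.23), AK3 (3.70) and ZNF83 (2.97). In 1 of the clones CDCA7L, MAGEC2, LRRC17, WDR17, CPE, GALNT3, FMOD, LGALS8 and ZNF83 lay below the olfactory receptor level, so the measured differences stand for limits of at least 4.66, 5.42, 2.99, 1.03, 1.63, 1.36, 4.95, 3.59 and 2.51.

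Among gene groups that the paper does not discuss, 14 of 27 cancer-testis genes fell in G10 and 3 rose. Of 56 cytosolic ribosomal protein genes, 21 rose in G10, and of 12 metallothionein genes 8 fell, but camera called neither list with an estimated correlation (adjusted p = 0.348 for each).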

How the results depend on the processing

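No alternative was added after the data were seen. Of 553 named genes, 190 were called in A7, 353 in G10 and 339 in G10 vs A7 by limma, and 111, 274 and 276 of these calls held under every alternative run. At least 1 alternative ended 79, 79 and 63 calls and gave calls to 112, 60 and 73 further genes, and 0 called genes reversed. Pooled controls, median centring, robust variances and PCDNA3 cells alone left every count within 1.5 times its value.

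A fold limit of 2, which is lower by construction, gave 101 higher and 23 lower clusters in A7, 197 and 211 in G10, and 175 and 309 in G10 vs A7. With treat, which tested against a 2-fold change and not the log2 limit of 2, 18 clusters were higher and 4 lower in A7. It gave 28 and 39 in G10, and 32 and 51 in G10 vs A7. Fitted on the arrays of the groups compared alone, G10 vs A7 had 51 lower clusters, and 116 higher and 230 lower at the limits of the functional classification, while the control lines had 431 past an adjusted p of 0.05 and 0 higher at those limits. Unadjusted p under 0.05 held for 5679 clusters in A7, 9380 in G10, 8532 in G10 vs A7 and 4198 between the control lines. It also gave 17 higher and 13 lower AOS genes in A7, 18 and 19 in G10, and 19 higher in G10 vs A7. Between the control lines unadjusted p gave 1 cluster at the limits of Figure 1 and 19 higher and 18 lower at those of the functional classification. An adjusted p limit of 0.001 gave 1 cluster between the control lines, as did testing only clusters with a gene symbol, where 235 passed an adjusted p of 0.05. That count was 168 for bright clusters, 63 after a further quantile normalization, 73 with limma-trend and 582 with array weights. With A375 cells alone as control, 0 AOS genes fell in A7 and 7 rose in G10. Apart from the p and fold limits and the number of clusters tested, the cause was not tested.

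With an estimated correlation camera called 0 lists in A7, 2 in G10 and 1 in G10 vs A7, in place of 12, 10 and 11, and fry called 21 in G10. With split controls, 197 clusters rose and 125 fell in both clones when A7 was set against A375 cells, and 242 and 127 when it was set against PCDNA3 cells. In opposite directions 141 and 86 moved in the former and 177 and 81 in the latter.

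Same-numbered arrays of different groups had deviations that correlated at a median r of -0.0031, so the numbers do not pair the arrays. With the number as a replicate block, 28 of 29 counts stayed within 1.5 times, and the control lines had 0 higher clusters at the limits of the functional classification.

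Leaving out each array in turn gave 1073 to 1797 clusters past an adjusted p of 0.05 in A7, where the count fell most without A7 replicate 1 (1073) and A7 replicate 2 (1214). Between the control lines it gave 2 to 36, with 2 without A375 replicate 2, 7 without PCDNA3 replicate 1, 12 without A375 replicate 1, 15 without PCDNA3 replicate 4, 20 without A375 replicate 4 and 26 without PCDNA3 replicate 3. At the limits of Figure 1, 0 to 1 clusters were lower in PCDNA3 cells, with 1 without PCDNA3 replicate 3. At those of the functional classification 0 to 1 were higher (0 without A375 replicates 1 or 4 or PCDNA3 replicates 1, 2 or 3) and 0 to 1 lower, with 1 without PCDNA3 replicate 3. The AOS genes that rose in A7 were 5 to 8, with 5 without A375 replicate 1, PCDNA3 replicate 3 or any A7 array, and those that fell were 0 to 2 whichever array was left out. In G10, 7 to 13 AOS genes rose, with 7 without G10 replicate 1. At the limits of Figure 1, 24 to 30 clusters were higher in A7 and 6 to 7 lower, 35 to 40 and 50 to 57 in G10, and 45 to 57 and 68 to 87 in G10 vs A7. Fewer arrays give less power, but some counts rose, and the cause was not tested.

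Signal over background limits the size of changes. Of the called named genes, 34 in A7, 54 in G10 and 68 in G10 vs A7 had 1 side below the olfactory receptor level of 5.18, so their changes are lower limits and have no order among themselves. A further 17, 15 and 13 had both sides below it, among them EPHX2 in G10, and the sizes of their changes are not known.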

Differences from the paper's values

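The counts of higher and lower clusters that the paper states for A7, G10 and G10 vs A7 match those found here at the limits of the legend of Figure 1. The statements below differ in a gene, a direction or a level, or hold only at some limits. Gene calls are those of limma at an adjusted p under 0.05. The paper took its statements on AOS genes and gene set lists from GSEA, which tests a set, while single genes were counted here.

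The paper states that A7 downregulated no AOS gene, while 4 fell here, GCLM, SRXN1, STK25 and HMOX1. With A375 cells alone as control 0 fell. When single arrays were left out, 0 to 2 AOS genes fell, not always among these 4, since UCP2 was the gene that fell without A7 replicate 4.

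The paper states that the shared AOS genes were up in A7 and down in G10, as coexpressed genes of a set studied by GSEA. Calls of single genes, as counted here, are another test and do not contradict a result for the set. Here 6 of 9 measured rose in A7 and 1 fell in G10, and EPHX2 met both, although in G10 its mean and that of the control lay below the olfactory receptor level. All 9 rose and 2 fell when adjusted over the list alone. CAT in A7 was called with unadjusted p, with array weights and on the arrays of the groups compared alone. CAT in G10 was called with A375 cells alone, on clusters with a symbol or bright clusters, after a further quantile normalization, with limma-trend, with unadjusted p and without G10 replicate 1 or 2. GSTM3 was called in A7 on clusters with a symbol or bright clusters, with array weights, with unadjusted p and without PCDNA3 replicate 4. MGST3 in A7 was called with unadjusted p. In G10, NOX4 was called with a replicate block, without A375 replicate 3 and with unadjusted p, MGST1 with array weights, without G10 replicate 3 and with unadjusted p, and MGST2 with array weights, without G10 replicate 4 and with unadjusted p. MSRA had 0.18 in G10, opposite to the stated direction.

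Of the further AOS genes stated to be down in G10, 5 of 7 measured fell, or 6 when adjusted over the list alone. SELENOS was called against PCDNA3 cells alone, with array weights, with unadjusted p and without G10 replicate 3. GSTO2 (-0.14) was called under 0 alternatives. Of the AOS genes stated to be up in G10, 5 of 9 rose, or 8 when adjusted over the list alone. CYGB was called against PCDNA3 cells alone and with unadjusted p, and OXR1 without A375 replicate 2 and with unadjusted p. BNIP3 was called in 9 alternatives, among them PCDNA3 cells alone and array weights. HMGA1 (0.21) was called under 0 alternatives.

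The paper states that only A7 raised GCLC and NFE2L1. Neither passed the test in A7 here (0.23 and 0.19), although both did when adjusted over the list alone and with unadjusted p. NFE2L1 in G10 (0.17) was called with median centring, limma-trend and unadjusted p, and the clones were not shown to differ in either gene.

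Of the 6 differentiation genes stated to be overexpressed in A7, TYRP1, TYR and MLANA rose, and CITED1 (0.31), ATP10A (0.22) and OCA2 (0.22) were called under 0 alternatives.

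In the study's gene set lists for A7, most measured genes were not called for peroxisome (4 of 14), PPAR signaling (3 of 11), apoptosis (2 of 7) and melanogenesis (1 of 5) on the side stated as up, and for wound healing (0 of 5), epithelial migration (1 of 3), sprouting angiogenesis (5 of 18) and regulation of angiogenesis (3 of 10) on the side stated as down. Adjusted over the list alone, the counts were 7, 7, 7, 5, 2, 2, 5 and 6. For G10, 6 of 14 actin cytoskeleton genes fell, or 11 when adjusted over the list alone, and for G10 vs A7, 0 of 1 measured gene of ameboidal migration passed the test. The paper drew these lists from GSEA, a test of sets, and states no call for each gene. The counts therefore do not contradict its results for the sets.

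The paper states that the control lines did not differ in any gene. At the limits of Figure 1 this held here with 0 clusters, while 1 passed with unadjusted p, with an adjusted p limit of 0.001 and on clusters with a symbol, and 41 had an adjusted p under 0.05.

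The paper states that MTSS1 and TIAM1 were nearly unexpressed in G10. Their means there, 5.40 and 5.69, were above the 95th percentile of the olfactory receptor genes (5.18) and below the 99th (5.79). The paper's discussion also speaks of increased MTSS1 in A7. Against the control MTSS1 had -0.18 in A7 (standard error 0.18, adjusted p = 0.699 in limma), while it was higher in A7 than in G10.

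The paper describes both clones as overexpressing catalase, for which it cites a separate article in press. Its own results on the AOS genes name CAT as higher in A7 and lower in G10, the directions found here. CAT had -0.38 in G10 against the control (adjusted p = 0.0526) and 0.37 in A7 (adjusted p = 0.124), and limma called neither. The exact permutation test gave an adjusted p of 0.0353 in G10 and 0.0194 in A7. Without G10 replicate 3 the change in G10 was -0.20. Whether the probes of CAT read the transfected cDNA was not tested.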

Other observations

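PASD1, a cancer-testis antigen, fell in G10 by at least 2.43 log2 units (measured 3.86, standard error 0.10, adjusted p = 1.24e-12), CT55 by 3.58 (standard error 0.14, adjusted p = 1.26e-10) and MAGEC2 by at least 3.86 (measured 3.95, standard error 0.13, adjusted p = 1.81e-11), while MAGEC2 rose in A7 by 1.56 (standard error 0.13, adjusted p = 2.18e-06). Of 27 cancer-testis genes, 14 fell and 3 rose in G10 at an adjusted p under 0.05 from limma, or 17 and 3 when adjusted over the list alone. This was called lower by camera (adjusted p = 8.31e-27), also with an estimated correlation (adjusted p = 0.0333). In A7, 5 rose and 6 fell (camera adjusted p = 0.813), and in G10 vs A7 2 were higher and 11 lower (camera adjusted p = 7.47e-21, and adjusted p = 0.0746 with an estimated correlation). RPL17, a protein of the large ribosomal subunit, rose in G10 by 0.86 (standard error 0.11, adjusted p = 4.28e-05), and RPS24 of the small subunit by 0.65 (standard error 0.13, adjusted p = 0.002). Of 56 cytosolic ribosomal protein genes, 21 rose and 0 fell in G10, or 30 and 0 when adjusted over the list alone (camera adjusted p = 2.84e-05, and adjusted p = 0.348 with an estimated correlation), and 1 rose in A7 (camera adjusted p = 0.181).

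HSPB8, a small heat shock protein, had a log2 fold change of -2.75 (standard error 0.18, adjusted p = 2.43e-08) in G10, and CRYAB, a lens and muscle chaperone, fell by 1.79 (standard error 0.17, adjusted p = 2.2e-06). HSPA2, a chaperone of the testis, fell in G10 by 2.06 (standard error 0.16, adjusted p = 2.94e-07) and rose in A7 by 1.36 (standard error 0.16, adjusted p = 8.35e-05). Of 21 heat shock genes, 2 rose and 4 fell in G10 (camera adjusted p = 0.0655) and 1 rose and 1 fell in A7 (camera adjusted p = 0.424). Among 58 histone genes, H3C8 fell in G10 by 1.22 (standard error 0.15, adjusted p = 3.65e-05) and H4C6 rose by at least 1.12 (measured 1.53, standard error 0.22, adjusted p = 0.000129). In all, 1 histone gene rose and 9 fell in G10 (camera adjusted p = 0.000253, and adjusted p = 0.749 with an estimated correlation), and 2 rose and 1 fell in A7 (camera adjusted p = 0.0291, and adjusted p = 0.836 with an estimated correlation). SLC14A1, a urea transporter, rose in G10 by 3.41 (standard error 0.28, adjusted p = 4.76e-07), and VAT1L, a quinone oxidoreductase homolog, fell by at least 3.71 (measured 4.01, standard error 0.18, adjusted p = 5.54e-10).

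ITGA9, an integrin of tenascin, fell in G10 by 1.39 (standard error 0.22, adjusted p = 0.000319) and in A7 by 0.83 (standard error 0.22, adjusted p = 0.036). Of 29 integrin genes, 4 rose and 9 fell in G10 (camera adjusted p = 0.22) and 2 rose and 3 fell in A7 (camera adjusted p = 0.784). Of 23 YAP targets, 9 rose and 5 fell in G10 (camera adjusted p = 0.214) and 1 rose and 1 fell in A7 (camera adjusted p = 0.784). CDKN1A, an inhibitor of the cell cycle, rose in G10 by 0.99 (standard error 0.16, adjusted p = 0.000329), and of 28 p53 targets 9 rose and 2 fell there (camera adjusted p = 0.143), with 2 and 2 in A7 (camera adjusted p = 0.923). Of 23 genes of the G1 phase, 4 rose and 4 fell in G10 (camera adjusted p = 0.693) and 0 changed in A7 in limma (camera adjusted p = 0.813). In A7, 5 of 11 MHC class I genes rose, B2M by 0.54 (standard error 0.10, adjusted p = 0.00425). For that list camera gave an adjusted p of 0.00199, and of 0.0837 with an estimated correlation. Of 35 genes of PPAR signaling and fatty acid use, 5 rose in A7 (camera adjusted p = 0.0367). With an estimated correlation the adjusted p was 0.406.

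Of 19 cholesterol synthesis genes, 4 fell in G10 (camera adjusted p = 0.0732) and 2 rose in A7 (camera adjusted p = 0.814). Among 32 hypoxia genes 1 rose and 4 fell in G10 (camera adjusted p = 0.419) and 3 rose in A7 (camera adjusted p = 0.843). Of 25 genes of the unfolded protein response, 1 rose and 5 fell in G10 (camera adjusted p = 0.313) and 1 fell in A7 (camera adjusted p = 0.998). Of 70 respiratory chain genes, 16 rose and 4 fell in G10 (camera adjusted p = 0.0961) and 3 rose and 1 fell in A7 (camera adjusted p = 0.0792).

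Markers of other cell types were tested as well. Of 24 leukocyte genes, 1 rose and 2 fell in G10 (camera adjusted p = 0.501) and 1 rose and 1 fell in A7 (camera adjusted p = 0.823). Of 14 keratinocyte genes, 1 fell in G10 (camera adjusted p = 0.611) and 0 changed in A7 in limma (camera adjusted p = 0.784). Among 18 fibroblast genes COL1A2 fell in both clones, and 3 rose in A7 (camera adjusted p = 0.129), with camera adjusted p = 0.0961 in G10. Of 15 endothelial genes, 1 fell in each clone (camera adjusted p = 0.611 in G10 and 0.181 in A7). Of the ERBB signaling list that the study drew from these arrays, 12 of 15 measured genes rose in G10, or 14 when adjusted over the list alone, which is not independent evidence.

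Splits of the same arrays were counted for each comparison, with 100 splits for a clone against the 8 controls and 35 for 4 arrays against 4, the real grouping included. For the limits of Figure 1 chance could be excluded in A7 (37 clusters, highest of the other splits 0, 1 split as large), in G10 (96, highest other 5, 1 split) and in G10 vs A7 (136, highest other 0, 1 split). Past an adjusted p of 0.05 it could be excluded in A7 (1895, highest other 3), in G10 (5934, highest other 777), in G10 vs A7 (5065, highest other 143) and between the control lines (41, highest other 1), with 1 split as large in each. Chance was not excluded for the number of lists called, with 6 splits as large in A7 (12 lists, highest other 16), 53 in G10 (10 lists, highest other 17) and 12 in G10 vs A7 (11 lists, highest other 13). For the 0 clusters between the control lines at the limits of Figure 1 the splits decide nothing, since each of the 35 reaches a count of 0 (highest other 0).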
